# Evaluation of ultra-low input RNA sequencing for the study of human T cell transcriptome

**DOI:** 10.1038/s41598-019-44902-z

**Published:** 2019-06-11

**Authors:** Jingya Wang, Sadiye Amcaoglu Rieder, Jincheng Wu, Susana Hayes, Rebecca A. Halpin, Melissa de los Reyes, Yashaswi Shrestha, Roland Kolbeck, Rajiv Raja

**Keywords:** T cells, Next-generation sequencing

## Abstract

Deeper understanding of T cell biology is crucial for the development of new therapeutics. Human naïve T cells have low RNA content and their numbers can be limiting; therefore we set out to determine the parameters for robust ultra-low input RNA sequencing. We performed transcriptome profiling at different cell inputs and compared three protocols: **S**witching **M**echanism **a**t 5′ End of **R**NA **T**emplate technology (SMART) with two different library preparation methods (Nextera and Clontech), and AmpliSeq technology. As the cell input decreased the number of detected coding genes decreased with SMART, while stayed constant with AmpliSeq. However, SMART enables detection of non-coding genes, which is not feasible for AmpliSeq. The detection is dependent on gene abundance, but not transcript length. The consistency between technical replicates and cell inputs was comparable across methods above 1 K but highly variable at 100 cell input. Sensitivity of detection for differentially expressed genes decreased dramatically with decreased cell inputs in all protocols, support that additional approaches, such as pathway enrichment, are important for data interpretation at ultra-low input. Finally, T cell activation signature was detected at 1 K cell input and above in all protocols, with AmpliSeq showing better detection at 100 cells.

## Introduction

T cells are key players within the adaptive immune system, and their roles in health and disease have been extensively studied^1^. There are different types of T cells (such as helper, effector, cytotoxic, memory, regulatory, and gamma delta), and understanding their biology is crucial in developing new therapeutics^2^. Recently, T cells have been a target of several successful immuno-oncology drugs and enhancement of their biological activity in the context of cancer is essential in destroying tumor cells^3^. In autoimmune diseases, T cells are over-reactive and they attack the body’s own tissues and cells^4^. Therapeutic antibodies and small molecules have been developed with some success to block the deleterious actions of T cells in autoimmunity^5^. While there have been many advances in understanding T cell biology and modulating their responses in different disease settings, further studies are needed for better targeted therapeutics.

Understanding the transcriptome profiles of human T cells is important in deciphering their biology, and recent advances in RNA sequencing technology have been significant towards this goal. T cells are challenging for transcriptome profiling since their average RNA content is ~1–2 pg/cell, which can be approximately 10 fold less than rapidly proliferating cells, such as cancer cells (based on internal unpublished data). In some cases, such as studying tumor infiltrating primary lymphocytes, the number of primary T cells recovered is as low as 100, and standard RNA sequencing experiments that require at least ~200 ng of RNA (i.e. equivalent to 10^5^–10^6^ T cells) could be challenging. In this paper, we evaluated the input gradient of naïve CD4+ T cells from 100, 1000 (1 K), 5000 (5 K) to 100,000 cells and provided a comprehensive evaluation of two main transcriptome sequencing technologies appropriate for ultra-low input RNA. In addition as proof-of-concept, we validated an *in vitro* T cell activation signature using differential gene expression based on these protocols.

Multiple protocols have been developed for transcriptome profiling from very low amount of RNA inputs. Studies have been published evaluating the performance of these protocols such as Ovation (Nugen), SMARTer (Clonetech), DP-seq and CEL-seq which provided valuable insights on advantages and disadvantages of each protocol and practical considerations when performing ultra-low input RNA sequencing^6–11^. These protocols are based on unbiased sequencing of the whole cDNA pools that sequence and map all cDNA fragments to the reference transcriptome, and expression is measured by counting the total number of fragments mapping to each transcript. As technologies advanced, new protocols were developed such as AmpliSeq (Thermo Fisher) that utilizes a targeted transcriptome approach. AmpliSeq utilizes PCR assays specific for each gene being targeted, and a short amplicon is amplified and quantified to measure gene expression. This platform has shown satisfactory performance in standard RNA sequencing experiments^12^. However, no direct comparison have been made between whole transcriptome vs. targeted transcriptome profiling using ultra-low RNA inputs.

Towards this goal, we compared three different protocols based on two distinct technologies that were suitable to profile whole transcriptome from low input RNA. We used SMART-Seq v4 from Clontech which incorporates the SMART technology. SMART technology enriches for full length cDNA and subsequently improves 5′ representation. Infact, even an older version of the SMART-Seq (version 2) protocol showed the highest 5′ and 3′ coverage, and lowest ribosomal RNA content when low quality and low quantity RNA input technologies were compared^6^. In addition, the SMART technology has also been implemented for single-cell RNA sequencing due to its lower input limit of 10 pg^6^. The SMART-Seq v4 provides two Illumina-compatible options for library preparation, which mainly differ with respect to time taken as well as cDNA fragmentation method. Clontech’s low input library prep protocol involves mechanical shearing of cDNA for 200–500 bp using Covaris, while NexteraXT is a shorter method compared to Clontech and requires enzymatic digestion resulting in a slightly longer fragment sizes (~600 bp). As a comparison to whole transcriptome approach of Clontech’s SMART-Seq technology, we used targeted transcriptome approach of Thermo Fisher’s Ion AmpliSeq technology. AmpliSeq is more commonly used for targeted panels of various complexities to amplify genomic DNA^13^. We reasoned that a targeted representation of the transcriptome may enable us to maintain diversity, which is key for low input profiling methods.

In this study, we observed that as the cell input decreased the number of detected genes (DGs) decreased in SMART technology with both library preparation protocols. On the other hand, the number of DGs was comparable for all cell inputs with AmpliSeq technology. Overall, the number of DGs was not dependent on the transcript length, and the highest impact was seen on the loss of low expressing genes. Comparing technical replicates and cell inputs, there was consistent reproducibility at 1000 cell input and above with greater variability at 100 cell input. However, at 100 cell input, AmpliSeq still had higher reproducibility between technical replicates and different cell inputs than SMART technology. Deeper look at differentially expressed genes (DEGs) showed that there was decent overlap between different protocols in detecting consistent fold change. The majority of platform specific genes had high variance but was confirmed with qRT-PCR. At the lowest input of 100 cells, all protocols retained high precision; however, there was a significant drop in sensitivity in detecting DEGs. Overall, the sensitivity for DEG detection was better with AmpliSeq technology, especially at 5 K input and below. For instances in which low cell numbers are used as input, we recommend that further interrogation such as pathway analysis is performed in order to interpret the data accurately. Finally, well established T cell activation signature was detected at 1 K cell input and above with both protocols; with AmpliSeq detecting significantly higher number of these genes at 100 cell input.

## Results

### Number of detected genes decreased with reduced input in SMART technology, while it remained constant for AmpliSeq technology

First we tested three different RNA extraction kits for different cell inputs of primary human naïve CD4 T cells purified from fresh peripheral blood of healthy human volunteers. We compared PicoPure, Zymogen and Qiagen RNeasy micro kit with cell inputs of 5 K, 1 K and 100 cells from three donors (Fig. S1a). We performed qRT-PCR for two house-keeping genes: *GAPDH* and *ACTB* (β-actin) and demonstrated that Qiagen RNeasy micro kit and PicoPure kits provided the lowest CT values with highest consistency across three donors, especially at lowest input of 100 cells. At 100 cell input and 1 K cell input, PicoPure kit had more variability for one of the three donors tested, and CT values for Zymo kit were higher in some instances (Fig. S1b). Therefore, we used the Qiagen RNeasy micro kit for our study.

Primary human naïve CD4 T cells were treated with α-CD3 only or α-CD3 and B7-1 Fc, which stimulate T cell activation, for 2 hours. Next, the cells were collected and serially diluted to achieve 100 K, 5 K, 1 K and 100 cells. Finally, RNA was extracted and transcriptome library was generated with two different protocols: SMART-Seq and AmpliSeq. For SMART-Seq technology, two different library preparation kits were utilized: Nextera Library Preparation kit and Clontech Library Preparation kit (Fig. 1a). From this point forward, we will refer to the samples prepared with Nextera Library Preparation kit and sequenced with SMART-Seq as SMART_Nxt, the samples prepared with Clontech Library Preparation kit and sequenced with SMART-Seq as SMART_CC, and the samples prepared with AmpliSeq kit as AmpliSeq samples.

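The authors' deposited read counts per gene were re-analysed for 48 libraries, with 2 replicates for each of the 3 protocols, 4 cell inputs and 2 treatments. Reads assigned to genes ranged from 17596526 to 108756351 per library, with a median of 37358546. Every library was drawn down at random to 17596526 reads before genes were counted or compared, unless full depth is named. Fold changes compare α-CD3 + B7-1 Fc with α-CD3 in edgeR 4.0.16, with a likelihood ratio test on 2 libraries per treatment, all listed genes and TMM normalisation. Genes with FDR < 0.05 are counted as differentially expressed, and every edgeR or DESeq2 p value is two-sided. Correlations were taken on log2 of the counts plus 1.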

**Figure 1:**
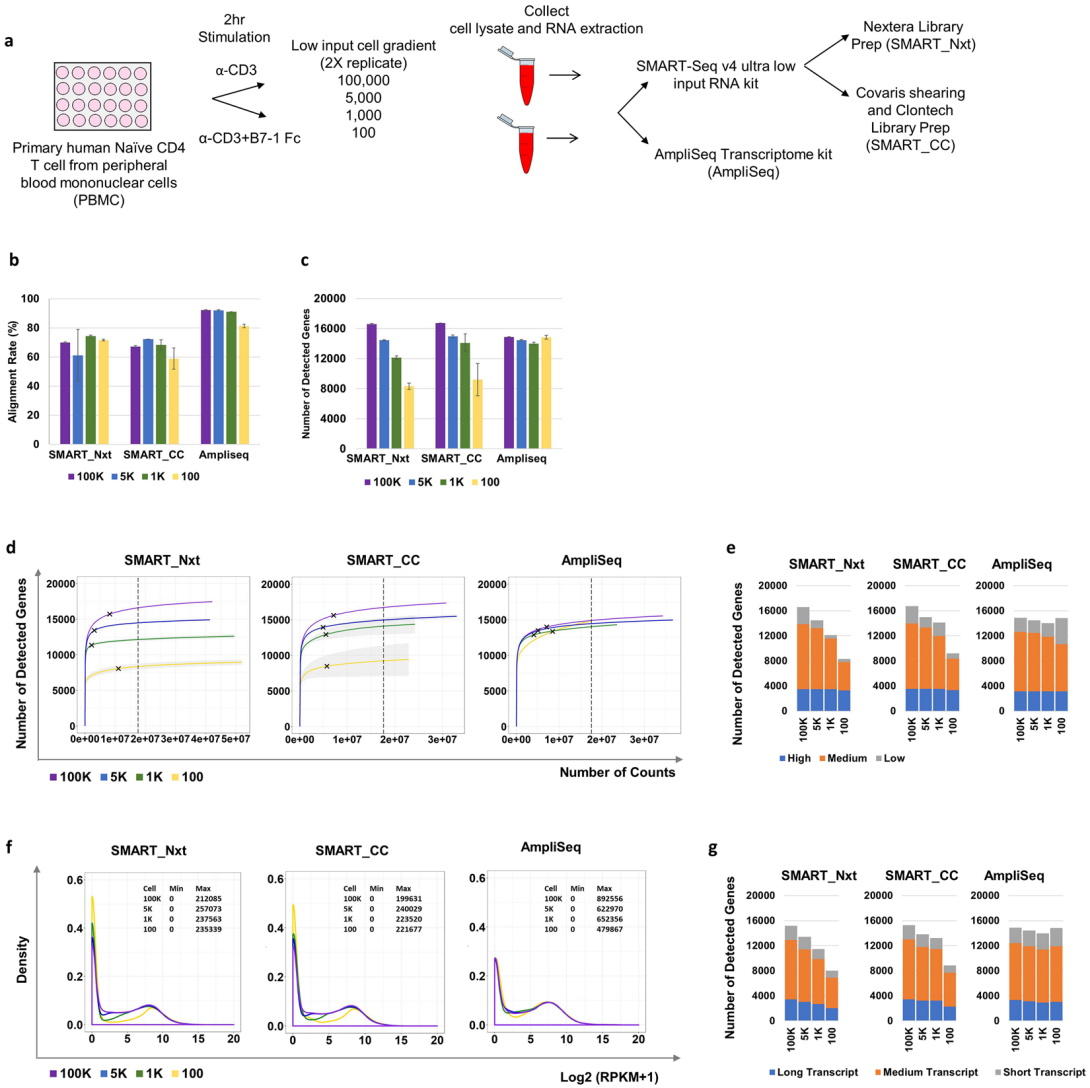
Number of detected genes decreased with reduced input in SMART technology, while it remained constant for AmpliSeq technology. (**a**) Experiment design for low-input RNA-Sequencing platform evaluation using stimulated primary human naïve CD4 T cells. Three protocols based on two technologies and four cell gradients were tested. (**b**) Alignment rates for samples at the four input cell gradients (100, 1 K, 5 K, 100 K) for the three protocols. Bar plot shows mean +/− standard deviation of the replicates. (**c**) Number of USCS genes detected (count > 0) for samples at the four input cell gradients (100, 1 K, 5 K, 100 K) for the three protocols. Bar plot shows mean +/− standard deviation of the replicates. (**d**) Collection curves showing the number of detected genes at different sequencing depths in SMART_Nxt (left), SMART_CC (middle), AmpliSeq (right). Solid lines indicate the mean and shading regions indicate standard deviation. Black crosses in each sample indicates the sequencing depth where 90% of the genes were detected. Vertical dashed black lines indicate sampled library size for downstream analysis. (**e**) Number of detected genes grouped into high, medium and low expressing genes. (**f**) Density plot showing the distribution of the log2 transformed RPKM values in each cell input in SMART_Nxt (left), SMART_CC (middle), AmpliSeq (right). Minimum and maximum RPKM values at each cell input were also listed on the upper right of the plot. (**g**) Number of detected genes grouped into short, medium and long transcripts. Samples from α-CD3+ B7-1 Fc treatment were used for all figures.

To evaluate the technical performance of the three protocols, we compared percentages of reads that aligned to reference genome (Human Genome hg19). For samples treated with α-CD3 and B7-1 Fc, the average alignment rates ranged between 59% to 74% for SMART_Nxt and SMART_CC. AmpliSeq mapping percentages across all cell gradients were between 81 to 92%. (Fig. 1b). Similar patterns were observed in samples treated with α-CD3 alone (Fig. S2a). PCR duplication is a common concern of ultra-low input methods, as it could introduce noise and bias the analysis. For SMART-Seq based protocols (SMART_Nxt and SMART_CC), the duplication rate can be computationally estimated as reads with the same start postion. Both protocols showed dramatic increase of PCR duplication rate with reduced input cell number, from <20% at 100 K cells to >60% (SMART_Nxt) or >90% (SMART_CC) at 100 cells. At lower cell input (1 K and 100), SMART_Nxt showed lower PCR duplication rate compared to SMART_CC (Fig. S2b). Since Ampliseq is by nature a PCR based technology, the duplication rate cannot be assessed with current version of the protocol. For gene annotation, we used the UCSC database. It contains total of 25369 genes, most of which are protein-coding. 

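The deposited SMART_Nxt and SMART_CC counts list 25369 gene symbols. Exon lengths from GENCODE release 44 on the same genome build were found for 23036 of them (90.8%), and for 19629 AmpliSeq symbols (94.4%).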

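Symbols were matched between the SMART-Seq and AmpliSeq count lists exactly as written. The match gave 19922 symbols present on both, or 78.5% of the SMART-Seq list.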

Among these genes, 20755 (81.8%) are included in the AmpliSeq detection panel. 

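The AmpliSeq counts list 20802 symbols, and 880 had no match on the SMART-Seq list. Of the unmatched names, 28 are calendar dates. Pairing retired symbols through RefSeq, an alternative chosen after seeing the data, raised the paired symbols to 20284 and left 518 unpaired.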

The AmpliSeq assay detects additional 47 genes (Fig. S2c). In order to compare the number of genes detected across protocols, an equal number of total aligned reads (~17million, which equals to the minimum number of reads across the samples, as depicted by the hashed line in Fig. 1d) was used per sample. 

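At equal read number, α-CD3 + B7-1 Fc libraries of 100 K cells held 16583 ± 32.5 genes with a count above 0 in SMART_Nxt and 16716 ± 46.7 in SMART_CC (mean ± SD of 2 libraries). The alternative that moved these numbers most, a count of at least 5, gave 14061 and 14094.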

SMART_Nxt and SMART_CC detected over 16,000 genes (count > 0) in the 100 K cell samples. This number reduced with decreased cell input, with only about 50% (8000) of the genes detected in the 100 cell samples. 

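SMART_Nxt fell to 14477.5 ± 72.8 genes at 5 K, 12142.5 ± 217 at 1 K and 8330 ± 416 at 100 cells, which is 50.2% of its 100 K number. SMART_CC fell to 14965.5 ± 216, 14117.5 ± 1160 and 9242 ± 2175, the last being 55.3%. Across both treatments, mean detection changed from 100 K to 100 cells by -6965.5 genes in SMART_Nxt and by -6959.75 in SMART_CC. An exact two-sided permutation test on 4 libraries per input gave p = 0.0286 for each, the smallest value that test can return.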

AmpliSeq detected ~15,000 genes in the 100 K cell samples, and notably comparable number of genes were detected even when the cell input decreased to 100 (Fig. 1c). 

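AmpliSeq held 14870.5 ± 99.7 genes at 100 K, 14448.5 ± 61.5 at 5 K, 14016.5 ± 148 at 1 K and 14844 ± 247 at 100 cells. The 100-cell number was 99.8% of the 100 K number in this treatment. Over both treatments the mean difference was -226.75 genes, with an exact two-sided permutation p of 0.143 on 4 libraries per input. Counting a gene from 5 reads upward gave a mean difference of -1862.75 genes, with p = 0.0286 from the same permutation test. At full depth the mean difference was -917 genes, with p = 0.0286 by that permutation test. The detected genes were not all the same at both inputs. Of 5167 genes without reads in either α-CD3 + B7-1 Fc library of 100 K, 3425 had reads in at least 1 library of 100 cells.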

To better understand the efficiency of gene detection with sequencing depth, for each sample we randomly extracted different number of counts and determined the number of detected genes. For majority of the samples, the gene detection was saturated (defined by 95% of the genes being detected) at ~10 million reads. 

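The depth at which 95% of the genes of a full library are reached was calculated with hypergeometric rarefaction. Its median was 13.1 M reads, ranging from 3.64 to 42.8, and 11 of 48 libraries were at or below 10 M. With 17596526 reads taken as the complete library, the median was 7.42 M and 42 of 48 libraries were at or below 10 M. At 10 M reads, 85.8% to 98.6% of the genes of the full library were reached, with a median of 92.8%. Taking 90% as the point of saturation moved the median most, to 6.07 M, and put 42 of 48 libraries at or below 10 M.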

Notably, for SMART_Nxt and SMART_CC the lower number of detected genes at low cell gradient could not be compensated by higher sequencing depth, while for AmpliSeq, the number of detected genes at different sequencing depth are comparable at different cell gradients (Fig. 1d). Furthermore, we grouped the genes by expression levels and for each platform, we used the 100 K sample as the reference. 

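Averaged over the 4 libraries of both treatments, doubling from 5 to 10 M reads raised expected detection at 100 cells from 8509.27 to 9162.36 genes in SMART_Nxt and from 9152.47 to 9503.92 in SMART_CC. At 100 K the corresponding numbers were 15082.7 and 15967.5, and 15144.4 and 16060. For AmpliSeq they were 12414.6 and 13607 at 100 cells, against 13640 and 14375.2 at 100 K.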

High expressing genes were defined as gene length adjusted count values (Reads per million per kb (RPKM)) >20 percentile, medium expressing genes as gene length adjusted count values between 20–80 percentile, and low expressing genes as gene length adjusted count values < 20 percentile of all detected genes. 

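From 100 K to 100 cells, detection of the SMART_Nxt high tier (3293 genes) changed from 100% to 94.1%. The medium tier (9878 genes) went from 99.2% to 46.1% and the low tier from 80.0% to 7.61%. In SMART_CC the tiers stood at 94.7%, 50.4% and 13.3% at 100 cells. At 1 K the medium tiers were at 79.8% and 82.4%. A count of at least 5 moved these shares most, taking the SMART_Nxt low tier at 100 cells to 2.11%.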

We observed that the detection of medium and low expressing genes were impacted as cell input decreased, but high expressing genes were not impacted for SMART_Nxt and SMART_CC. 

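AmpliSeq detected 99.4% of its high tier at 100 cells. Its medium tier (8975 genes) was detected at 99.9%, 98.4%, 93.0% and 80.8% from 100 K down to 100 cells. The low tier (2992 genes) went from 77.3% to 48% at 5 K, 36.1% at 1 K and 53.6% at 100 cells.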

Detection rates were not affected by input level for AmpliSeq (Fig. 1e). This is consistent with the density distribution of gene expression levels. 

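The share of genes with an RPKM of 0 in α-CD3 + B7-1 Fc libraries went from 31.7% at 100 K to 64.8% at 100 cells in SMART_Nxt, and from 31.2% to 61.1% in SMART_CC. Genes above 0 and up to an RPKM of 1 went from 21.9% to 8.98% and from 22.2% to 12.7%. The SD of 2 libraries at 100 cells, in percentage points, was 1.72 and 0.22 for these shares in SMART_Nxt. In SMART_CC it was 9.08 and 7.37.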

For SMART_Nxt and SMART_CC, with decreased cell input, we observed higher density of genes with RPKM of 0, and lower density of genes with low to medium RPKM values. For AmpliSeq, the density of genes with RPKM of 0 are comparable at diffenent cell inputs, although we still observed slightly lower density of genes with low to medium RPKM especially at 100 cells. However, for AmpliSeq, the maximum RPKM values were lower at low cell inputs (Fig. 1f). 

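In AmpliSeq 27.3% of genes had an RPKM of 0 at 100 K, 29.3% at 5 K, 31.5% at 1 K and 27.9% at 100 cells. The share above 0 and up to 1 was 23.5%, 21.4%, 19.0% and 26.8%.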

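The highest AmpliSeq RPKM was 51589.5 ± 8950 at 100 K, 35831.6 ± 7290 at 5 K, 37670.9 ± 8921 at 1 K and 27539.8 ± 3183 at 100 cells. RMRP or SNORA8 held that maximum, whereas B2M held it in the SMART-Seq libraries.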

The effect of transcript length on gene detection was also explored. Here, we defined long transcripts as the ones with length >80 percentile, medium transcript as ones with length between 20–80 percentile, and short transcript as ones with length <20 percentile of the 20755 common gene targets in SMART_Nxt, SMART_CC and AmpliSeq. 

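Exon lengths were found for 19232 of the 19922 symbols on both lists, and the length groups were bounded at 1464.2 and 5319 bases. Short transcripts made up 15.8% of detected genes at 100 K and 15.3% at 100 cells in SMART_Nxt, 15.8% and 14.8% in SMART_CC, and 17.0% and 19.7% in AmpliSeq. Long transcripts went from 21.8% to 23.6%, from 21.9% to 23.8% and from 21.6% to 20.1%. Detection at 100 cells relative to 100 K ran from 51.6% for short to 58.0% for long transcripts in SMART_Nxt, from 55% to 64.3% in SMART_CC and from 114.6% to 92.2% in AmpliSeq. With α-CD3 alone the ranges were 60.6% to 79%, 57.8% to 75.6% and 110.9% to 92.0%.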

The transcript length had minimal impact on gene detection, as the ratio between the three group remains consistent in different cell inputs (Fig. 1g). 

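With α-CD3 alone, mean detection went from 16662 genes at 100 K to 10984 ± 2145 at 100 cells in SMART_Nxt (65.9%), from 16789.5 to 10344 ± 526 in SMART_CC (61.6%) and from 15043.5 to 14616.5 ± 182 in AmpliSeq (97.2%). The SMART_Nxt replicates at 100 cells held 12501 and 9467 genes. Medium tiers at 100 cells were detected at 57.3%, 52.8% and 81.2% in SMART_Nxt, SMART_CC and AmpliSeq. Low tiers were detected at 23.6%, 24.3% and 49.1% (SD of 2 libraries 17.5, 2.03 and 0.28). At 1 K the low tiers stood at 14.6%, 17.4% and 34.1%.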

Similar patterns were observed in samples treated with anti-CD3 alone (Fig. S2d–h). One advantage of the SMART-seq technology based protocols is the ability to detect non-coding genes and novel transcripts. Indeed, for both SMART_Nxt and SMART_CC, about 10% of the reads were mapped to non-UCSC annotated genes across diffenent cell inputs (Fig. S2i). 

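The deposited counts hold the number of uniquely aligned reads that fell in no listed gene. Per library that share was 17.7% to 26.9% in SMART_Nxt and 20.1% to 33.3% in SMART_CC. With α-CD3 + B7-1 Fc, SMART_Nxt means were 23.2%, 18.8%, 18.1% and 19.2% from 100 K to 100 cells, and SMART_CC means were 25.0%, 20.4%, 21.1% and 24.2%. The Ensembl annotation was not used here.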

We increased the sampled reads of these libraries by ~11% (1/0.9) and used a more comprehensive annotation file of hg19 (the Ensembl annotation) with total of 59573 genes. By doing this we detected ~10,000 additional genes at 100 K cells for both protocols, most of which were non-coding genes. Similar to the UCSC genes, the detection was dramatically decreased at lower cell inputs (Fig. S2j).

### High reproducibility between technical replicates above 1 K-cell input, but increased variability at 100-cell input

We examined the reproducibility of gene expression levels across protocols, technical replicates and cell inputs. Overall, high reproducibility was observed across protocols and input levels (R^2^ ≥ 0.8), except the 100 cell samples from SMART_Nxt and SMART_CC showing lower level of concordance (R^2^ < 0.8) with other samples (Fig. 2a). 

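Correlation was taken over the 19922 shared symbols for every pair of α-CD3 + B7-1 Fc libraries. Among 153 pairs with both libraries above 100 cells, R2 ranged from 0.672 to 0.991 (median 0.852), and 89 pairs reached 0.8. All 45 pairs within a protocol reached 0.8, as did all 36 pairs of SMART_Nxt with SMART_CC and 8 of 72 pairs of SMART-Seq with AmpliSeq. Pairs that include a 100-cell SMART-Seq library ranged from 0.335 to 0.949, and 2 of 86 reached 0.8. AmpliSeq libraries of 100 cells ranged from 0.629 to 0.683 with AmpliSeq libraries above 100 cells, and from 0.476 to 0.504 with SMART-Seq libraries above 100 cells. The AmpliSeq replicates of 100 cells had 0.617 with each other.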

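Principal components were computed on all 48 libraries. The first component held 26.2% of the variance and was associated mainly with cell input (60.6% of its variance), the second held 21.9% and was associated with protocol (72.7%). Treatment accounted for 25.9% of the third component, which held 8.27%. At 100 K, libraries of different treatment lay 1.73, 1.75 and 1.89 times as far apart as replicates in SMART_Nxt, SMART_CC and AmpliSeq.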

Consistent with this observation, the PCA plot showed tight clustering of technical replicates, and a clear separation of the samples by treatment condition (α-CD3 only or α-CD3 and B7-1 Fc). However, the samples with 100 cell input clustered separately than the other cell input groups and treatments, and also showed significant variability within replicates (Fig. 2b). 

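The distance between treatments divided by the distance between replicates shrank with input, to 1.23, 1.23 and 1.37 at 5 K and to 1.09, 1.08 and 1.15 at 1 K. At 100 cells the ratio was 1.03, 1.03 and 1.04 for SMART_Nxt, SMART_CC and AmpliSeq.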

A closer look at the correlation between replicates showed high correlation for the 100 K cell samples (R^2^ = 0.99 for all three protocols). 

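Replicate R2 for α-CD3 + B7-1 Fc at 100 K was 0.987 in each of the 3 protocols. The alternative that moved replicate R2 most, keeping only genes detected in at least one of the 2 libraries, lowered the SMART_Nxt value at 100 cells to 0.142.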

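At 5 K the 2 replicates correlated with R2 of 0.940 in SMART_Nxt, 0.938 in SMART_CC and 0.959 in AmpliSeq. At 1 K the values were 0.846, 0.832 and 0.894.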

As cell input decreased, the correlation also decreased, but were maintained at R^2^ > 0.9 up to the 1 K cell input samples. Replicate correlation dropped significantly with the 100 cell samples. 

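R2 between the replicates of 100 cells was 0.485 in SMART_Nxt, 0.472 in SMART_CC and 0.617 in AmpliSeq. Of the genes detected in either replicate, 42.4%, 46.3% and 28.9% were seen in only 1 of them.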

The R^2^ values were 0.6 for SMART_Nxt and SMART_CC, and 0.8 for AmpliSeq (Fig. 2c). Similar correlation patterns were observed for the samples treated with α-CD3 alone (Fig. S3a,b).

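With α-CD3 alone, replicate R2 was 0.986, 0.987 and 0.985 at 100 K for SMART_Nxt, SMART_CC and AmpliSeq, and 0.865, 0.858 and 0.897 at 1 K. At 100 cells it was 0.546, 0.477 and 0.671.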

**Figure 2:**
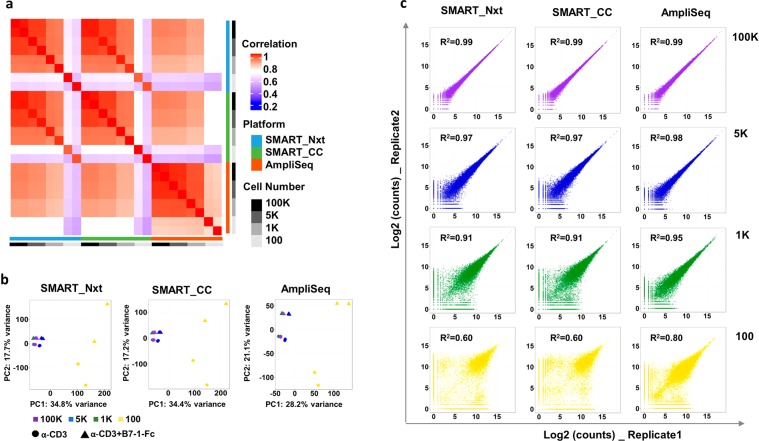
Consistency between technical replicates was high at cell input equal to or above 1 K, and there was increased variability at 100 cell input. (**a**) Heatmap showing Pearson correlation of log2 transformed count values (Blue indicates low correlation and red indicates high correlation). Samples from α-CD3 + B7-1 Fc treatment are shown. (**b**) PCA plot show global expression pattern for sample in each cell gradient in each platform. Samples from both α-CD3 and α-CD3 + B7-1 Fc treatment are shown. (**c**) Scatter plots show correlation between the two replicates for each cell gradient in each platform. R^2^ indicates coefficient of determination. Samples from α-CD3 + B7-1 Fc treatment are shown.

### Cell input of 1 K or higher show high reproducibility across input levels; 100-cell input exhibits loss of reproducibility especially for low expressing genes

We further evaluated whether expression profiles at low cell input still represent the cell population (100 K cells) by calculating the correlation coefficient between samples with lower inputs to the 100 K-cell samples. For all three protocols, samples with 5 K-cell and 1 K-cell samples showed high correlation with 100 K-cell samples (R^2^ > 0.9), while the correlation dropped to 0.7–0.8 with 100-cell samples. 

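R2 between replicate 1 of each input and replicate 1 of 100 K was 0.957 at 5 K and 0.885 at 1 K in SMART_Nxt, 0.956 and 0.880 in SMART_CC, and 0.968 and 0.911 in AmpliSeq. Keeping only genes detected in at least one of the libraries compared moved the 100-cell AmpliSeq value most, from 0.653 to 0.571.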

Notably, AmpliSeq samples showed better correlation across all cell inputs compared to those from SMART_Nxt and SMART_CC. Specifically, for the 100 cell inputs, AmpliSeq had the highest correlation compared to SMART_Nxt and SMART_CC (R^2^ = 0.83, 0.69 and 0.73 respectively) (Fig. 3a,b). 

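The 100-cell libraries reached R2 to 100 K of 0.582 in SMART_Nxt and 0.607 in SMART_CC for replicate 1. Replicate 2 gave 0.533 and 0.508, and 0.631 in AmpliSeq.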

To determine the impact of gene expression levels on the correlations, we again grouped the genes into high, medium and low expressing genes. 

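Within the high tier, R2 to 100 K was 0.95, 0.952 and 0.948 at 5 K and 0.886, 0.883 and 0.923 at 1 K for SMART_Nxt, SMART_CC and AmpliSeq. At 100 cells it was 0.279, 0.319 and 0.637.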

High expressing genes showed highest correlations across all cell inputs (Fig. 3c). 

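R2 to 100 K in the medium tier was 0.878, 0.879 and 0.921 at 5 K, and 0.700, 0.701 and 0.795 at 1 K. For 100 cells it was 0.303 in SMART_Nxt, 0.352 in SMART_CC and 0.435 in AmpliSeq.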

For medium expressing genes, the correlation of the 100 cell samples dropped to 0.6 for SMART_Nxt and SMART_CC while it remained above 0.8 for AmpliSeq (Fig. 3d). However, for low expressing genes, the correlation dropped significantly but to comparable levels for all three protocols (R^2^ < 0.2) (Fig. 3e). 

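The low tier started at 0.153, 0.156 and 0.222 at 5 K and stood at 0.0457, 0.0536 and 0.0358 at 1 K. At 100 cells R2 was 0.0124, 0.00969 and 0.000902 in SMART_Nxt, SMART_CC and AmpliSeq.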

Again, similar results were observed in samples treated with α-CD3 (Fig. S4a–e).

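Over all genes, the α-CD3 libraries of 100 cells had R2 to 100 K of 0.592 in SMART_Nxt, 0.547 in SMART_CC and 0.683 in AmpliSeq.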

**Figure 3:**
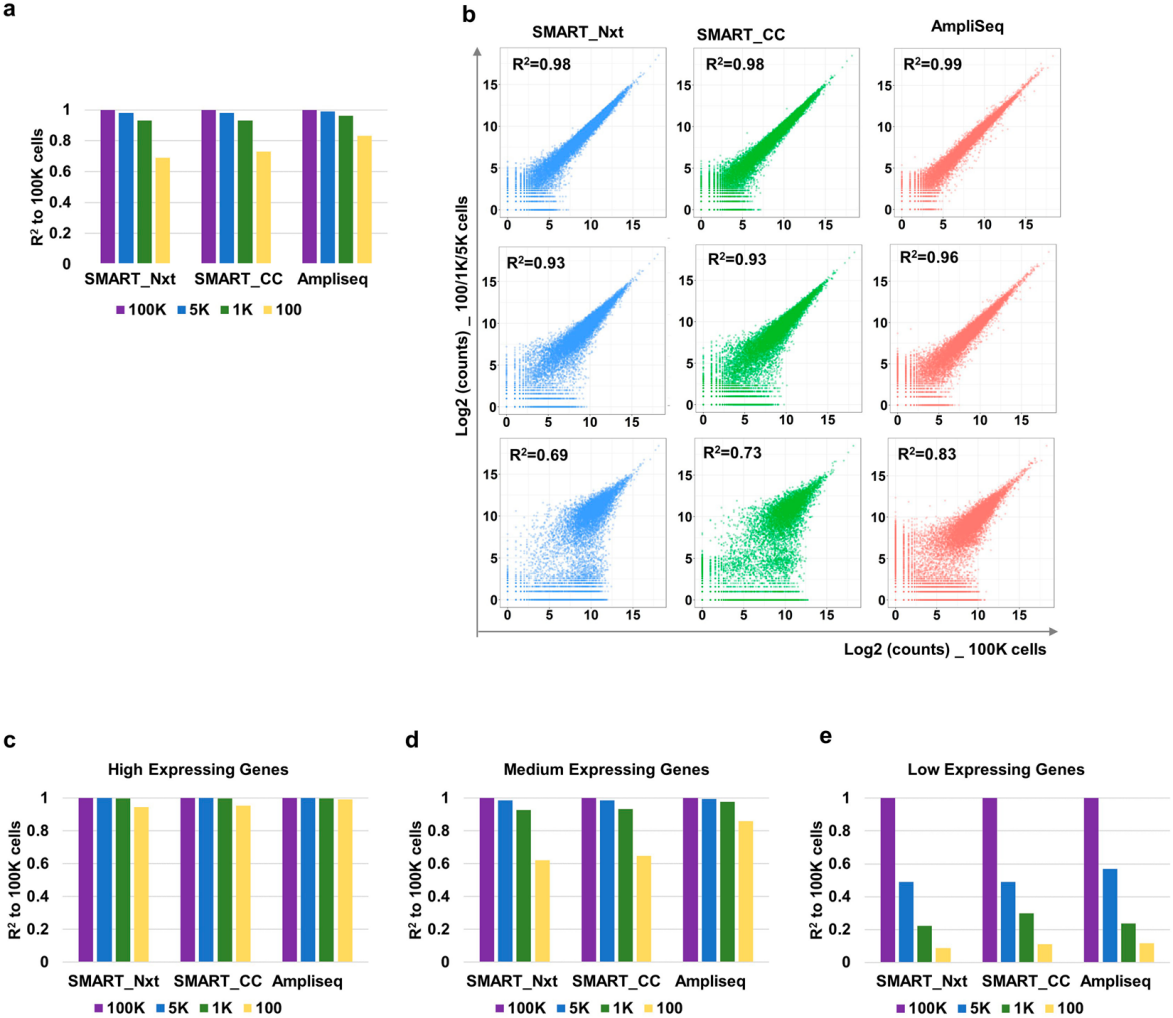
Consistency between different gradients was high at cell input equal to or above 1 K, and the greatest impact was observed on the loss of low expressing genes at 100 cell input. (**a**) Bar plots show correlation between 5 K, 1 K or 100 cell inputs and 100 K cells input for each platform. Replicate 1 of each set was used for the calculation. R^2^ indicates coefficient of determination. (**b**) Scatter plot show the correlation between samples from the 5 K (top), 1 K (middle), 100 (bottom) cells to samples from the 100 K cells for each platform. Replicate 1 was used for the calculation. (**c**–**e**) Bar plot show correlation between samples from the 5 K, 1 K or 100 cell input and 100 K cells for each platform. Panels are separated to represent (**c**) high, (**d**) medium and (**e**) low expressing genes. Replicate 1 was used for the calculation. R^2^ indicates coefficient of determination. In each figure, samples from α-CD3 + B7-1 Fc treatment were used.

### Three different protocols detected common differentially expressed genes; however platform-specific genes were also detected

Differential gene expression is one of the most informative outcomes for a RNA-seq experiment, since it provides insights into distinct biological processes between treatments or state of cells and tissues (e.g. healthy vs. disease). Using 100 K cell samples as the reference, we examined the consistency between the three protocols in detecting differentially expressed genes (DEGs). 

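In the 100 K libraries, edgeR FDR < 0.05 was met by 7983 genes in SMART_Nxt (4270 up and 3713 down with B7-1 Fc), 8102 in SMART_CC (4172 up, 3930 down) and 6779 in AmpliSeq (3439 up, 3340 down). With replicate number as a block in the same edgeR model, the numbers were 8033, 7963 and 7522. The correlation between replicate differences of the same number in both treatments was 0.00666 in SMART_Nxt, -0.0342 in SMART_CC and 0.121 in AmpliSeq. Estimating the dispersion from all 4 inputs of a protocol moved the numbers most, to 59, 39 and 233. Estimated by input, the common dispersion in SMART_Nxt was 0.00172 at 100 K and 3.39 at 100 cells. A value shared by all inputs is therefore too large for 100 K. The biological coefficient of variation, as edgeR names it, was 0.0414, 0.0382 and 0.0778 in the 100 K libraries. The paper calls its replicates technical, so this value measures variation between libraries of the same cells. FDR values and standard errors given here do not cover variation between donors or cultures. Among 3561 genes significant in the same direction in all 3 protocols and with a mean log2 CPM of at least 1 in each, IL2 had the largest mean log2 fold change (12.95), followed by IL10 (8.96) and NR4A3 (8.08). BANK1 (-4.08), MXRA8 (-3.77) and NDRG4 (-3.60) had the lowest. Genes whose expression or amplification depends on the donor's genome were left out of these 3561 genes. Genes set by the donor's genome, and markers of monocytes, platelets and NK cells, also differed between the treatments at 100 K. A difference in donor or cell mixture is therefore not excluded for the remaining genes.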

Overall, 7762, 7923 and 6662 genes had significant differential expression between the two treatment groups (α-CD3 + B7-1 Fc vs α-CD3) in SMART_Nxt, SMART_CC and AmpliSeq, respectively (false discovery rate (FDR) < 0.05) (Figs 4a and S5a, Dateset 1). 

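Symbols significant in SMART_Nxt, SMART_CC and AmpliSeq at 100 K numbered 4275. The number was 2876 under the edgeR quasi-likelihood test and 3123 under DESeq2.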

Among these, 4261 DEGs were detected by all three protocols. SMART_Nxt and SMART_CC showed higher similarity with 2398 common DEGs but not AmpliSeq. 

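Genes significant in SMART_Nxt and SMART_CC only numbered 2513, against 422 in SMART_CC and AmpliSeq only. SMART_Nxt alone had 838 and SMART_CC alone 892.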

On the other hand, 1651 DEGs were detected by AmpliSeq but not the other two protocols (Fig. 4b). 

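AmpliSeq alone had 1725 significant symbols, and 1537 of them are also on the SMART-Seq list.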

For the 4261 common DEGs that were detected by all three protocols, fold changes were consistent across protocols (R^2^ = 0.94 for SMART_Nxt and SMART_CC, R^2^ = 0.84 for AmpliSeq and SMART_CC; R^2^ = 0.85 for SMART_Nxt and AmpliSeq) (Fig. 4c). 

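Over the 4275 common genes, R2 of log2 fold changes was 0.936 for SMART_Nxt with SMART_CC, 0.854 for SMART_Nxt with AmpliSeq and 0.836 for SMART_CC with AmpliSeq. The direction was the same for 4274, 4144 and 4145 of them. Choosing genes by the edgeR quasi-likelihood test moved R2 most, to 0.956, 0.897 and 0.880 over 2876 genes.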

DEG fold changes were also consistent between SMART_Nxt and SMART_CC for the 2398 common DEGs of the two protocols (R^2^ = 0.91) (Fig. S5b). However, platform-specific DEGs showed low correlation between different protocols (data not shown). 

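For genes significant in both SMART-Seq protocols only, R2 of log2 fold changes was 0.894, with the same direction in 2512 of 2513.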

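Of the genes significant in SMART_Nxt and SMART_CC only, 2198 are on both lists. Their fold changes correlated with those of AmpliSeq at R2 of 0.163 and 0.172, and 71% and 71.1% had the same direction. Genes significant in AmpliSeq only gave 0.128 with SMART_Nxt and 0.125 with SMART_CC. For those same AmpliSeq genes the SMART-Seq protocols correlated with each other at 0.175. Choosing genes by the edgeR quasi-likelihood test moved these values most. The genes of the SMART-Seq pair then gave 0.340 and 0.342 with AmpliSeq. Genes of AmpliSeq only gave 0.380 with SMART_Nxt, 0.306 with SMART_CC and 0.471 between the SMART-Seq protocols. At full depth the values were 0.147 and 0.146, and 0.0975, 0.142 and 0.156.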

In order to understand the significance of platform-specific genes, we picked representative genes for qRT-PCR validation. Results are shown in Tables S1–6. By using qRT-PCR, we determined whether the genes were significantly upregulated or downregulated, and whether this matched the RNAseq data. In some cases, the differential expression pattern matched, and we considered those genes validated. In other cases, either there was no significant change or the direction of differential expression was opposite to what was observed in RNAseq data. In the latter cases, we considered those genes to be not validated. We were able to validate the following percentages: SMART_Nxt only ~72%, SMART_CC only ~50%, AmpliSeq only ~59%, SMART_Nxt and SMART_CC ~76%, SMART_Nxt and AmpliSeq ~57% and SMART_CC and Ampliseq ~66%. We also looked at the transcript length, which showed no difference on common or platform specific DEGs (Fig. 4d).

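Median exon length was 3481.5 bases for the common genes, 3172.5 for genes of the SMART-Seq pair and 2962.5 for genes of AmpliSeq only. It was 2713 for SMART_Nxt only and 3069 for SMART_CC only. Lengths were found for 92.2% to 98.6% of the genes of each group, and the median over all genes detected at 100 K in SMART_CC was 2899.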

**Figure 4:**
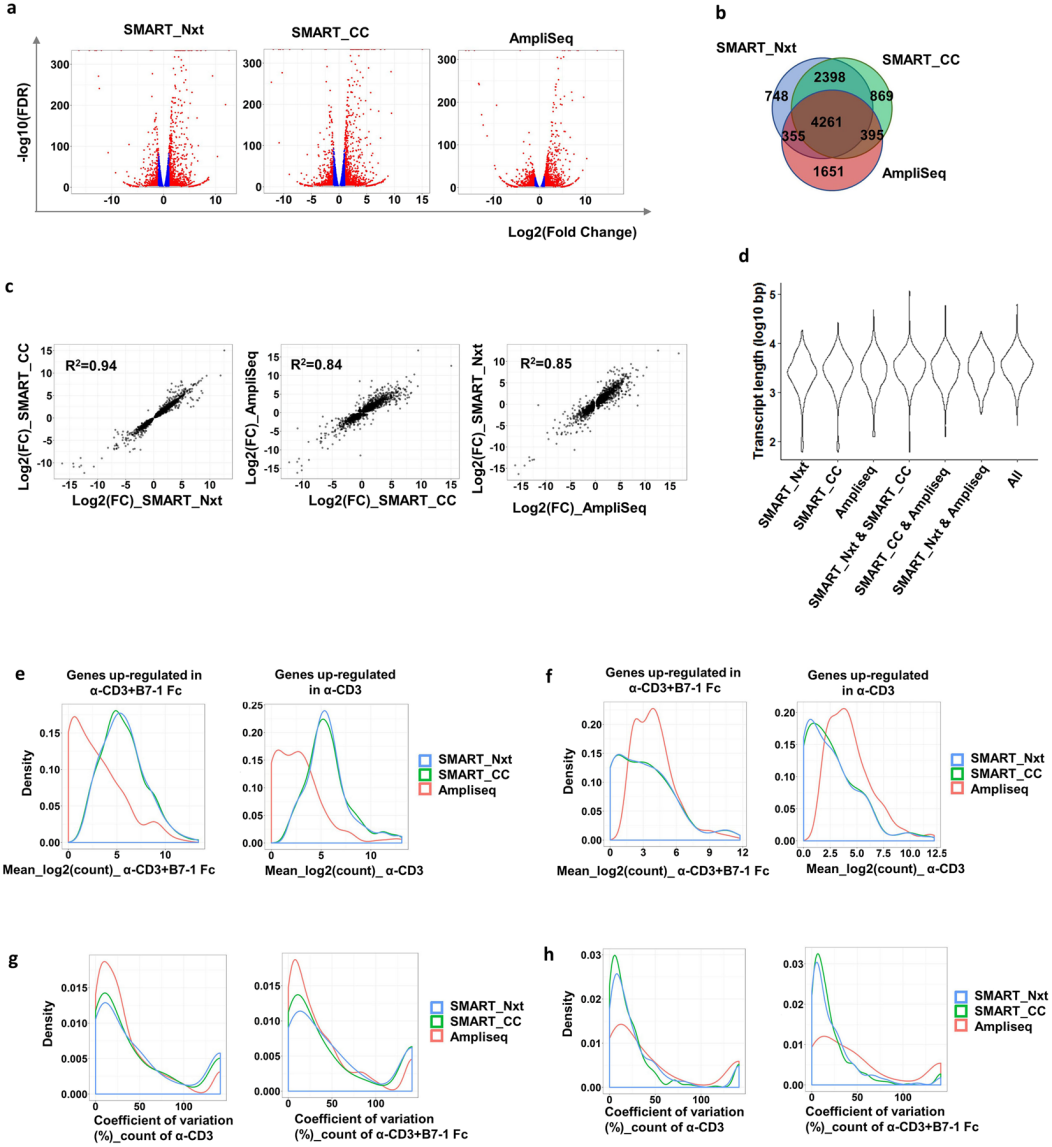
Three different platforms detected common differentially expressed genes; however platform specific detection was also observed. (**a**) Differential gene expression analysis for each platform. Red dots indicate genes with FDR < 0.05 and Fold change > = 2, blue dots indicate genes with FDR < 0.05 and Fold change < 2, grey dots indicate genes with FDR > 0.05. (**b**) Overlapping differentially expressed genes (FDR < 0.05) among platforms. (**c**) Scatterplots showing the log2 transformed fold change between each pair of the three platforms for the 4261 common DEGs. R^2^ indicates coefficient of determination. (**d**) Distribution of transcript lengths of the common and platform specific DEGs as in (**b**). (**e**) The distribution in expression of 2398 genes that were common for SMART_Nxt and SMART_CC (expression in α-CD3 + B7-1 Fc for genes up-regulated in α-CD3 + B7-1 Fc vs. α-CD3, and expression in α-CD3 for genes down-regulated in α-CD3 + B7-1 Fc vs. α-CD3). (**f**) Distribution of transcript lengths for AmpliSeq specific 1651genes. (**g**,**h**) The coefficient of variation (CV) between replicates for (**g**) SMART_Nxt and SMART_CC common DEGs and (**h**) AmpliSeq specific genes.

To better understand the detection of platform-specific DEGs, we first looked into the expression level of these genes. We plotted the distribution in expression of 2398 genes that were common for SMART_Nxt and SMART_CC (expression in α-CD3 + B7-1 Fc for genes up-regulated in α-CD3 + B7-1 Fc vs. α-CD3, and expression in α-CD3 for genes down-regulated in α-CD3 + B7-1 Fc vs. α-CD3). Indeed, the expression of these DEGs were higher in SMART_CC and SMART_Nxt than in AmpliSeq (Fig. 4e). 

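The 2198 genes of the SMART-Seq pair had a median log2 CPM of 5.64 ± 0.01 in SMART_Nxt, 5.60 ± 0.01 in SMART_CC and 4.45 ± 0.03 in AmpliSeq (SD of 2 replicates). Reads were not found for 83 of them in AmpliSeq. Choosing genes by the edgeR quasi-likelihood test moved these medians most, to 5.99, 6.00 and 4.85.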

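For the 1537 genes of AmpliSeq only, median log2 CPM was 2.68 in SMART_Nxt, 2.75 ± 0.05 in SMART_CC and 3.88 ± 0.02 in AmpliSeq.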

On the other hand, the expression of 1651 AmpliSeq specific DEGs, were higher in AmpliSeq than SMART_Nxt and SMART_CC (Fig. 4f). Next, we studied the variation between technical replicates in platform specific DEGs, and plotted the coefficient of variation (CV) between replicates. SMART_Nxt and SMART_CC common DEGs indeed had lower CV in SMART_Nxt and SMART_CC, while the AmpliSeq specific DEGs had lower CV in AmpliSeq. 

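The median CV of the SMART-Seq pair's genes was 3.69% in SMART_Nxt, 3.52% in SMART_CC and 7.44% in AmpliSeq. For the genes of AmpliSeq only it was 7.44%, 7.19% and 7.56%. A CV above 20% was found for 28.1%, 29.1% and 21.1% of that second set.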

(Fig. 4g,h).

### Number of differentially expressed genes decreased with reduced input, precision of detection stayed robust and AmpliSeq demonstrated greater sensitivity

We also looked at the consistency of DEG detection at different cell inputs. At each cell input below 100 K, AmpliSeq detected higher number of DEGs compared to the other protocols. 

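At 5 K, edgeR FDR < 0.05 was met by 2254 genes in SMART_Nxt, 2283 in SMART_CC and 4496 in AmpliSeq. At 1 K the numbers were 411, 347 and 888, and at 100 cells 8, 2 and 112. DESeq2 with its default settings gave 1651, 1370 and 811 at 100 cells, and the edgeR quasi-likelihood test gave 50, 36 and 1.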

Input amount was correlated with number of DEGs. 

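Gene numbers fell while the variation between replicates rose. The coefficient of variation estimated by edgeR went from 0.0414 at 100 K to 0.395, 0.958 and 1.84 at 5 K, 1 K and 100 cells in SMART_Nxt. In AmpliSeq it went from 0.0778 to 0.136, 0.630 and 1.24. With replicate number as a block, edgeR FDR < 0.05 was met at 100 cells by 6 genes in SMART_Nxt, 1 in SMART_CC and 41 in AmpliSeq. The correlation of replicate differences there was -0.0139, -0.00873 and 0.00138. Unadjusted edgeR p was below 0.05 for 1823, 1498 and 2049 genes at 100 cells.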

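Of the 6779 AmpliSeq genes significant at 100 K, 3510 (51.8%) were also significant at 5 K, 816 (12.0%) at 1 K and 84 (1.24%) at 100 cells.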

For example, AmpliSeq detected 6662 DEGs at the 100 K-cell input, 3382 (50.7%) of which were detected at the 5 K-cell input, 844 (12.6%) at the 1K-cell input, and only 90 (1.3%) at the 100-cell input. At each cell input, a small number of DEGs were also detected that were absent in the 100 K-cell samples (For AmpliSeq samples: 907 for the 5 K, 60 for the 1 K and 18 for the 100-cell inputs). 

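The authors count genes significant at a lower input but not at 100 K as false positives. In AmpliSeq these numbered 986 at 5 K, 72 at 1 K and 28 at 100 cells.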

A similar patterns were observed for SMART_Nxt and SMART_CC (Fig. 5a). 

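Genes significant at a lower input and at 100 K numbered 2099, 387 and 8 in SMART_Nxt and 2145, 333 and 2 in SMART_CC, for 5 K, 1 K and 100 cells. Those not significant at 100 K numbered 155, 24 and 0, and 138, 14 and 0.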

Using the 100 K-cell samples as reference, we checked the precision (True positive/(True positive + False positive)) and sensitivity (True positive/(True positive + False negative)) at different cell inputs in each platform. This revealed that as input decreased, precision remained robust among all three protocols (Fig. 5b). 

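Precision against the 100 K genes was 93.1% (95% Wilson interval 92.0 to 94.1) at 5 K, 94.2% (91.5 to 96.0) at 1 K and 100% (67.6 to 100) at 100 cells in SMART_Nxt. SMART_CC gave 94.0%, 96.0% (93.3 to 97.6) and 100% (34.2 to 100). AmpliSeq gave 78.1% (76.8 to 79.3), 91.9% (89.9 to 93.5) and 75.0% (66.2 to 82.1). Direction was not required, and 78 of the 84 AmpliSeq genes found at 100 cells changed in the same direction as at 100 K. Asking also for a fold change of at least 2 gave 64.8%, 65.1% and 70.3% at 5 K for SMART_Nxt, SMART_CC and AmpliSeq. DESeq2, added for precision after seeing the data, gave 43.5%, 42.7% and 52.8% at 100 cells.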

On the other hand, AmpliSeq had better sensitivity compared to SMART_Nxt and SMART_CC at the 5 K-cell input (~50% versus ~25%). 

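Sensitivity at 5 K was 26.3% (95% Wilson interval 25.3 to 27.3) in SMART_Nxt, 26.5% (25.5 to 27.4) in SMART_CC and 51.8% (50.6 to 53.0) in AmpliSeq. DESeq2 moved these shares most, to 37.9%, 39.1% and 57.9%.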

Sensitivity further dropped at 1 K and 100-cell inputs, with AmpliSeq showing higher sensitivity. 

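At 1 K sensitivity was 4.85%, 4.11% and 12.0% in SMART_Nxt, SMART_CC and AmpliSeq. At 100 cells it was 0.10%, 0.0247% and 1.24%. The order of the protocols depended on the test. By the edgeR quasi-likelihood test the shares were 1.45%, 7.95% and 6.43% at 1 K, and 0.715%, 0.539% and 0.0213% at 100 cells. Under DESeq2, added here after seeing the data, they were 26.1%, 15.3% and 20.2% at 1 K, and 12.2%, 9.95% and 8.72% at 100 cells. None of these shares asks for the same direction. At 100 cells, 70.8%, 71.5% and 90.7% of the DESeq2 genes counted as found changed in the same direction as at 100 K. With groups that mixed the treatments, DESeq2 still gave at least 1374, 1170 and 389 genes at 100 cells. By treatment it gave 1651, 1370 and 811, so its order at this input cannot rank the protocols.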

(Fig. 5c). 

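Of the 4275 genes significant in all 3 protocols at 100 K, 37.8%, 38.2% and 66.1% were significant at 5 K in SMART_Nxt, SMART_CC and AmpliSeq. At 1 K the shares were 7.67%, 6.81% and 16.9%, and at 100 cells they were 0.187%, 0.0468% and 1.66%.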

When using the 4261 common DEGs detected by all three platforms at 100 K cells (Fig. 4b) as reference, we again observed dramatic decrease of number of DEG detection with reduced cell input in all three protocols, with AmpliSeq showing higher sensitivity than the other two procols (Fig. S6a,b).

**Figure 5:**
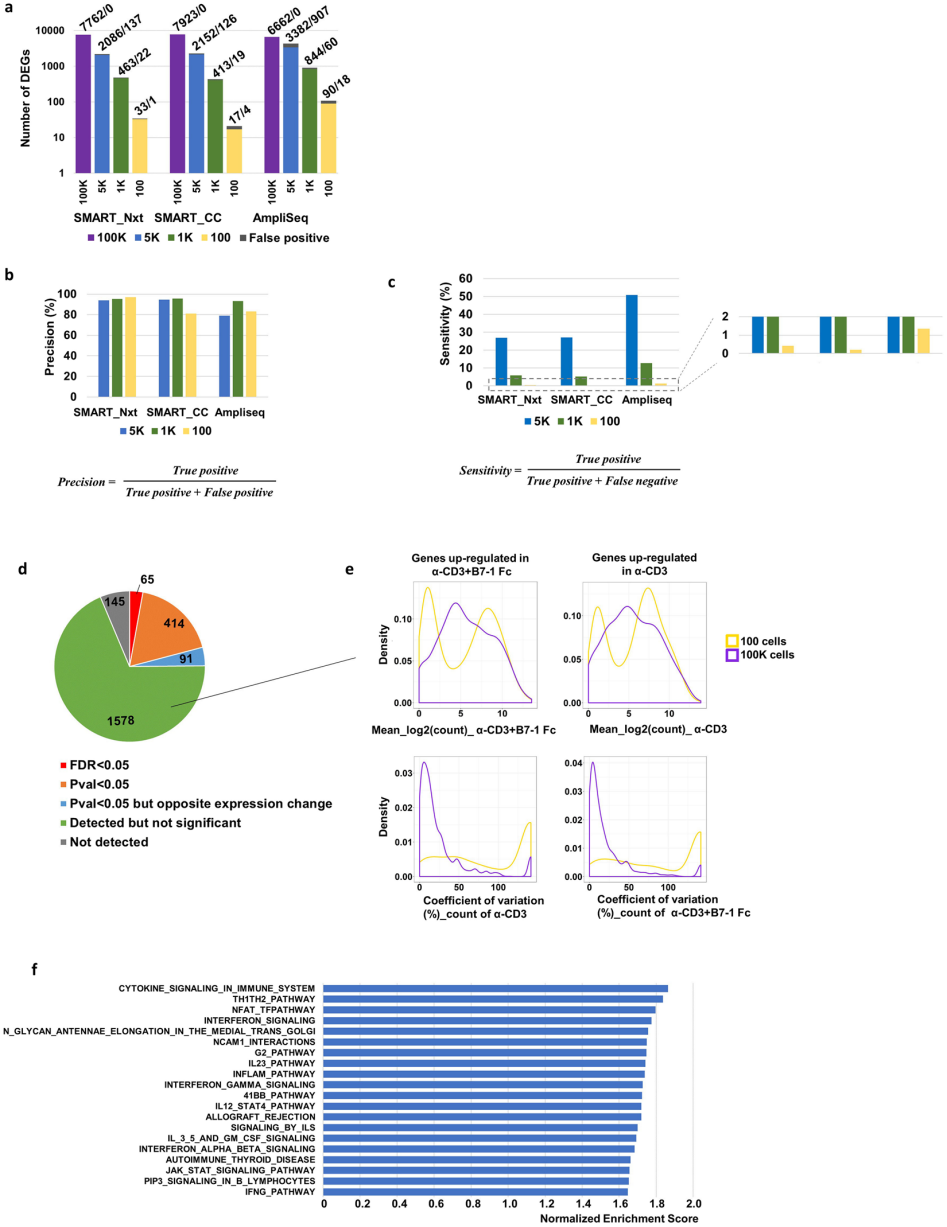
Number of differentially expressed genes decreased with reduced input, precision of detection stayed robust and AmpliSeq demonstrated greater sensitivity. (**a**) Number of DEGs between α-CD3 and α-CD3 + B7-1-Fc at 100 K, 5 K, 1 K and 100 cells input using Amplieq, SMART_Nxt and SMART_CC platforms (FDR < 0.05). Gray boxes indicate the DEGs not detected in 100 K cell samples (benchmark sample) but detected at low cell-number gradients (false positive hits). The absolute number of true positive and false positive detected genes were shown above each bar in the plot. (**b**) Precision for detecting DEGs at low input samples. (**c**) Sensitivity for detecting DEGs at low input samples. (**d**) Pie plot showing the differential expression analysis results for the DEGs detected in the 100 K samples (FDR < 0.05 and Fold change > 2) but not the 100 cell samples. (**e**) For the 1578 non-significant genes as in (**d**), density plots showing the mean log2 count and coefficient of variation between replicates for the 100 K cell samples and 100 cell samples. (**f**) Top 20 pathways enriched in α-CD3 + B7-1 Fc from the gene set enrichment analysis (GSEA) for the 100 cell sample. Bar plot shows the normalized enrichment score. All pathways passed the FDR < 0.25 as recommended by the GSEA team.

Out of the 6662 DEGs detected with 100 K input in AmpliSeq samples, 2293 genes showed >2 fold difference, and these genes were not detected to be significant at the 100-cell input. 

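In the re-derived AmpliSeq data, 2311 genes at 100 K combined FDR < 0.05 with a fold change of at least 2. At 100 cells 61 of them met edgeR FDR < 0.05 in the same direction.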

We then looked into the group comparison result of these genes in the 100-cell samples. Among these genes, 145 genes were not detected, 1578 genes were detected but did not achieve significance (FDR < 0.05 or P value < 0.05) in the group comparisons, while 570 genes achieved significance but showed expression change of <2 fold (note 91 genes showed opposite direction of expression change) (Fig. 5d). 

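The other genes split into 146 with no reads at 100 cells, 1649 detected without significance, 375 with only unadjusted edgeR p below 0.05 in the same direction and 80 in the opposite direction. Under the edgeR quasi-likelihood test the starting set was 1662 genes, and these groups held 64, 1360, 227 and 10.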

For the 1578 genes that did not achieve significance, a proportion of them showed lower expression values in the 100-cell samples compared to the 100 K cell samples. 

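Among the 1649 detected genes without significance, 991 (60.1%) had a lower mean log2 count at 100 cells than at 100 K. For 561 (34.0%) it was lower by at least 1.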

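The CV between replicates of those 1649 genes had a median of 13.6% with α-CD3 and 11.1% with α-CD3 + B7-1 Fc at 100 K, against 106% and 103% at 100 cells. A CV above 100% was found for 51.2% and 50.5% of them at 100 cells and for 6.05% and 4.90% at 100 K.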

More importantly, majority of these genes showed high variation between the replicates compared to the 100 K-cell samples, reflected by a heavy right tail in the CV plot (Fig. 5e).

Since the 100-cell samples showed lower sensitivity in detecting DEGs, we performed gene set enrichment analysis (GSEA), which takes into consideration of overall expression change of gene sets, and therefore is more sensitive in capturing changes of certain biological processes or pathways. GSEA analysis against the canonical pathways of the Molecular Signatures Database detects 47 pathways enriched in α-CD3 + B7-1 Fc treatment (FDR < 0.25 as recommend cutoff by GSEA), with good representation of pathways associated with activation of T cells, such as cytokine signaling in immune system, Th1/Th2 pathway, NFAT pathway and Interferon signaling (Fig. 5f).

### Detection of established T cell activation markers was achieved at 1 K cell input and above, and AmpliSeq detected higher percentage of these genes at 100 cell input

Previous studies have reported genes that are differentially expressed upon T cell activation (Chun Jimmie Ye *et al*., 2014). Here we looked into 15 of these genes (*IL2, IL21, IFNG, FASLG, CD200, TNFRSF9, TNF, EGR1, CD69, MYC, IL2RA, ICOS, IL13, TNFSF14, NFKBIA*, and *CCR7*) upon T cell activation, to examine how the detection of differential gene expression compared between different technologies. At higher inputs (100 K, 5 K and 1 K), the technologies performed similarly in detecting the fold change in these different genes. 

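All 16 genes met edgeR FDR < 0.05 at 100 K in SMART_Nxt and SMART_CC, and 13 did in AmpliSeq. At 5 K the numbers were 15, 15 and 14, and at 1 K each protocol had 10. At 5 K the log2 fold change differed from the 100 K value by a median of 0.31 in SMART_Nxt, 0.32 in SMART_CC and 0.36 in AmpliSeq. At 1 K the medians were 0.97, 0.54 and 0.49. The largest single differences at 1 K were 8.49, 7.46 and 5.26, found where one treatment had few or no reads.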

For the 100-cell samples, in Ampliseq, 7 (*CD200, CD69, EGR1, FASLG, IL2, MYC and TNF*) out of the 16 genes were significantly upregulated in α-CD3 and B7-1 Fc group versus α-CD3 only, while only 1 gene (*IL2*) was detected by SMART_Nxt and SMART_CC. However, for *TNFSF14*, which was detected to be differentially expressed by SMART_Nxt and SMART_CC, AmpliSeq was not able to detect any significant change even in the highest cell input (Fig. 6a). qRT-PCR analysis of the samples demonstrated that 12 out of 16 genes were differentially changed in α-CD3 and B7-1 Fc group versus α-CD3 only (Fold change > 2) (Fig. 6b). 

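Genes meeting edgeR FDR < 0.05 at 100 cells were CD69, FASLG, IFNG, IL2, MYC and TNF in AmpliSeq, and IL2 in SMART_Nxt and SMART_CC. In AmpliSeq, CD200 had an edgeR FDR of 0.0957 and EGR1 of 0.102. FASLG (GRCh37 chromosome 1, 172628243 to 172636016, GENCODE release 44) had a log2 fold change of 10.33 ± 2.12 (SE, 2 libraries per treatment) there. CD69 (chromosome 12, 9905082 to 9913497) had 2.48 ± 0.52. The log2 fold change was positive for 14, 13 and 15 of the 16 genes in SMART_Nxt, SMART_CC and AmpliSeq, and unadjusted edgeR p was below 0.05 for 5, 6 and 12. The edgeR quasi-likelihood test gave 3, 3 and 0 significant genes, with unadjusted p below 0.05 for 10, 8 and 11. DESeq2 gave 4, 4 and 10. The replicate block gave 1, 0 and 4, with unadjusted edgeR p below 0.05 for 6, 6 and 12.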

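TNFSF14 had no AmpliSeq reads at 100 K in any of the 4 libraries. Over all inputs, its highest AmpliSeq count in a subsampled library was 14. At 5 K its log2 fold change was 6.03 ± 0.28 in SMART_Nxt and 6.25 ± 0.30 in SMART_CC. The qRT-PCR values were not analysed here.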

Interestingly, we did not detect significant upregulation of IL-21 with qRT-PCR, and this was unexpected. This may be due to the primer set that was used.

**Figure 6:**
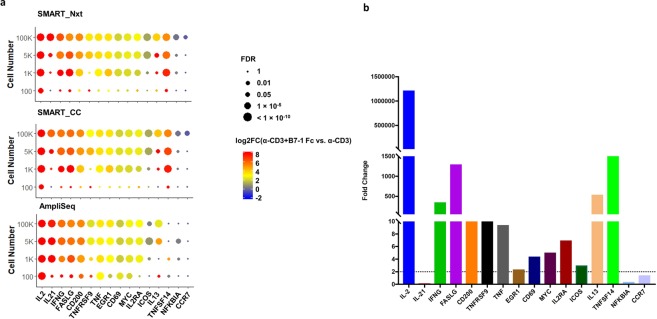
Detection of well-known T cell activation markers was achieved at 1 K cell input and above, and AmpliSeq detected higher percentage of these genes at 100 cell input. (**a**) Log2 fold change and FDR between α-CD3 and α-CD3 + B7-1-Fc for selected genes that were reported previously to be up-regulated at T cell activation. Log2 fold change is indicated by color and significance (FDR) is indicated by size of the points. (**b**) qRT-PCR analysis of selected genes, fold change in α-CD3 + B7-1 Fc group when compared to α-CD3 only is shown.

## Discussion

T cells are main players in adaptive immunity and have also been important targets in modulating different disease pathologies such as cancer and autoimmunity. Primary T cells can be limiting in numbers and are prime examples of cells with low RNA content. Given their importance, studying T cells at a whole-transcriptome level requires a platform that combines low amounts of RNA with reproducible and quantitative detection of subtle gene expression changes. Ability to detect gene expression levels quantitatively and reproducbly is the hallmark of a reliable gene expression analysis platform. Over the recent years, RNAseq has emerged as such a platform; however, standard protocols for RNAseq analysis requires several hundred nanograms of high-quality RNA. Hence, we evaluated the feasibility of studying gene expression changes underlying T cell activation using the low-input RNAseq methodology. We selected SMART-Seq, Ampliseq and two different library preparations for SMART-Seq for performing this evaluation based on published methods as well as product specifications provided by kit manufacturers. We compared these three methods to study differential gene expression in human T cells with α-CD3 and α-CD3 + B7-1 Fc activation.

As a first step, we compared three different RNA extraction and isolation methods, and demonstrated that Qiagen RNeasy micro kit performed best in extracting RNA from low cell numbers. In respect to gene detection rates, AmpliSeq had the best performance out of all three protocols. It is also notable that across protocols, increasing the sequencing depth beyond 10 million did not help in improving gene detection rates. This indicates that at very low input levels, the mRNA representation is lost at RNA extraction or library prep steps. While input levels did not affect the detection rate for high expressing genes across methods, we observed that Ampliseq was the only method that preserved the detection rates for medium and low expressing genes. This supports that the utilization of gene-specific oligonucleotides as primers during the library preparation to improve the detection of low expressors. SMART_Nxt and SMART_CC showed significant drop in detection rates at inputs below 100 K cells, with the highest impact on low expressing genes. Furthermore, detection rates were not impacted by transcript length for any method. Therefore, we demonstrate that AmpliSeq method had the best reproducible alignment rate and number of detected genes, regardless of input cell number. This is an important point to consider while deciding which RNAseq method to use for studies with low RNA input. For example, in instances of study designs where there are sample sets with low cell numbers as input, AmpliSeq may provide consistent performance in the above mentioned parameters across all samples in the experiment.

Technical reproducibility across input levels and methods were generally high for all methods, except at 100-cell input. At the 100-cell input, AmpliSeq outperformed other methods with a R^2^ = 0.80 compared to R^2^ = 0.6 for SMART_Nxt and SMART_CC. However, it is important to note that when we looked at reproducibility between different cell inputs, all methods performed sub-optimally at the 100 cell input, when compared to the 100 K-cell reference. This was especially evident when comparing medium and low expressing genes. This may suggest that the threshold for the detection of medium and low expressing genes reproducibly exists with 1 K-cell input and above. When using 100 cells as input, we need to keep in mind that the data would be mostly representative of high expressing genes, regardless of the technology employed.

In detecting DEGs, SMART_Nxt and SMART_CC were more concordant with each other than with Ampliseq, ostensibly due to the SMART technology that underlies both protocols. The discordance we observed between Ampliseq and the SMART methodologies in detecting certain specific DEGs could be either due to low representation of those genes in the library pool or high variability among replicates. It is to be noted that while precision remained high at all input levels, sensitivity of detecting DEG dropped significantly for all methods as the cell input decreased. Ampliseq had almost twice as much sensitivity at 5 K input, and slightly better sensitivity at 1 K and 100-cell inputs. Additionally, Ampliseq was also able to detect more biologically relevant gene expression changes compared to SMART_Nxt and SMART_CC at the 100 cell input level. However, at 100 cell input level, AmpliSeq detected only 1% of the DEGs compared to 100 K-cell input. Hence, when interpreting the data, additional approaches such as pathway enrichment would be helpful besides differential expression analysis. For SMART_Nxt and SMART_CC, the drop of sensitivity may at least be partialy explained by the dramatic increase of PCR duplication rate, which introduces noise to the data. Acually at 1 K and 100 cell inputs, SMART_Nxt performed slightly better than SMART_CC in DEG detection, consistent with lower PCR duplication rates of SMART_Nxt at these two cell input levels compared to SMART_CC. 

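The authors relate the drop in sensitivity of SMART-Seq to PCR duplication, which was not analysed here because the counts do not separate duplicate reads. Of the 4275 genes common to all protocols at 100 K, SMART_Nxt had 328 significant at 1 K and 8 at 100 cells, against 291 and 2 in SMART_CC. Over all genes, 411 in SMART_Nxt and 347 in SMART_CC were significant at 1 K, and 8 and 2 at 100 cells. The edgeR quasi-likelihood test gave 89 and 500 at 1 K, and 50 and 36 at 100 cells. DESeq2 gave 2024 and 1081, and 1651 and 1370.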

The PCR duplication rate is not assessible for AmpliSeq since the technology is in nature based on PCR amplification. Additional modifications, such as unique molecular index (UMI), may be needed for accurate evaluation.

It is also important to note that, although AmpliSeq technology showed superior performance in gene detection, replicate consistency and differential expression detection, it also has some disadvantages. First, since it is a technology based on PCR amplication, the genes that can be detected are limited to the pre-designed primer library, mostly the protein-coding genes with current version of the protocol. With the SMART-seq based protocols, it is possible to detect non-coding genes and novel transcripts. Second, the quality, including both specificity and sensitivity, of the primers is critical in the accurate detection of gene expression. One example of such a gene is TNFSF14, which is robustly detected using qPCR as well as SMARTseq-based protocols at high cell inputs. However, even at the 100 K-cell input, Ampliseq was not able to detect the expression of TNFSF14, probably due to sub-optimal primer designs. 

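TNFSF14 lies at 6661264 to 6670599 on chromosome 19 of GRCh37, minus strand, with 4 exons in GENCODE release 44. At 100 K it had 29 and 59 reads with α-CD3 and 1702 and 1588 with α-CD3 + B7-1 Fc in SMART_Nxt. SMART_CC had 32 and 30 against 1422 and 1504. The smallest share of reads that 3 counts can show in AmpliSeq libraries is 5.46e-06% to 1.7e-05%. The authors propose sub-optimal primers, and amplicon sequences were not analysed here.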

On the other hand, in SMARTseq-based protocols, the cDNA is sequenced and aligned across the gene in an unbiased way; providing an advantage for this technology.

Finally, droplet-based single cell RNA sequencing approaches are also popular in order to study heterogeneity and plasticity of cell populations. While single cell RNAseq has several advantages, bulk RNA sequencing still is preferable for reasons such as cost savings and ability to use frozen samples. The number of detected genes in single cell sequencing is usually lower compared to bulk sequencing due to high drop-out rate of low expressing genes. Additionally, recommended minimum number of cells to sequence is 500 (per 10X protocol) and the workflow of single-cell RNAseq requires approximately 20–30% more cells as input. Depending on the nature of scientific questions and in circumstances in which only 100–500 cells are available, bulk RNA sequencing may be the preferable method.

While it is important to investigate the three different protocols in regard to different technical criteria, we also evaluated the biological meaning of the data acquired in this study. An expected T cell response against a pathogen or tumor cells requires an intricate response involving many genes. Stimulation of T cells with signal 1 (α-CD3) and signal 2 (B7-1 Fc) further results in upregulation of activation markers (i.e. *CD69* and *IL2RA*) and other co-stimulatory and co-inhibitory receptors (i.e. I*COS, TNFRSF9, TNFSF14* and *CD200*), in order to optimize the effector response. *ICOS* (CD278) is a co-stimulatory molecule that plays an important role in tumor immunity. It has been demonstrated that the efficacy of Ipilimumab (anti CTLA4) was partly due the recruitment of ICOS+ T cells into the tumor; and that in mice lacking ICOS, anti-CTLA4 therapy was much less effective^14^. CD200, on the other hand is a co-inhibitory receptor, and along with others such as PD-1, is upregulated as a self-check mechanism of immunity. Interestingly, *ICOS* was detected at 100 K and 5 K inputs with SMART_Nxt and SMART_CC, and the detection was not as robust with AmpliSeq technology. This may be due to poor primer design that was discussed previously. 

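ICOS (GRCh37 chromosome 2, 204801486 to 204826300) had log2 fold changes at 100 K of 1.18 ± 0.05 in SMART_Nxt, 1.29 ± 0.04 in SMART_CC and 0.51 ± 0.18 in AmpliSeq (SE, 2 libraries per treatment). The AmpliSeq edgeR FDR was 0.0172 by the likelihood ratio test and 0.152 by the quasi-likelihood test. At 5 K the values were 1.21 ± 0.17, 1.27 ± 0.19 and 0.87 ± 0.10, the AmpliSeq edgeR FDR being 8.85e-17. Leaving out one library at a time gave 0.28 to 0.79 in AmpliSeq at 100 K. At 1 K none of the protocols met edgeR FDR < 0.05 for ICOS, the values being 0.417, 0.438 and 0.164.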

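CD200 (GRCh37 chromosome 3, 112051194 to 112081659) had AmpliSeq counts at 100 cells of 119 and 2 with α-CD3 and 3177 and 4909 with α-CD3 + B7-1 Fc. The log2 fold change was 6.08 ± 1.47 (SE), and leaving out one library at a time gave 5.10 to 10.86. The edgeR FDR was 0.0957, or 0.0687 with the replicate block. At 1 K the AmpliSeq log2 fold change was 4.95 ± 0.44, with an edgeR FDR of 3.95e-19. An input of 10 cells was not analysed here.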

On the other hand, AmpliSeq technology was able to detect *CD200* differential gene expression even at 10-cell input.

One of the hallmarks of T cell activation is Interleukin 2 (IL-2) secretion. When T cells are activated through their TCR and co-stimulated through *CD28*, *IL2* mRNA is rapidly upregulated (data not shown). In general, there is more than 1000-fold increase of *IL-2* mRNA at 2 hr after α-CD3 and B7-1 Fc stimulation, and this fold change gradually decreases to baseline in the following hours. 

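IL2 (GRCh37 chromosome 4, 123372625 to 123377880, minus strand, 4 exons) reached 217.5 ± 12.3 CPM in AmpliSeq at 100 K with α-CD3 + B7-1 Fc, and 197.4 ± 68.4 CPM at 100 cells (SD of 2 libraries). SMART_Nxt had 210.2 ± 3.21 and 310.4 ± 77.0 CPM, and SMART_CC 235.8 ± 3.30 and 320.3 ± 71.4. With α-CD3 alone AmpliSeq had 1 and 2 reads at 100 K and none at 100 cells. The AmpliSeq log2 fold change was 11.25 ± 0.84 (SE) at 100 K. At 100 cells it was 14.77, with an SE that is not estimable because one treatment had no reads. The edgeR FDR at 100 cells was 0.0136 in SMART_Nxt, 0.0461 in SMART_CC and 1.90e-15 in AmpliSeq, and with the replicate block 0.0316, 0.0875 and 2.87e-11. The edgeR quasi-likelihood test gave an FDR of 0.767 for AmpliSeq. By that test IL2 met FDR < 0.05 at 100 cells in SMART_Nxt and SMART_CC.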

In this study, while IL-2 was detected by all technologies, AmpliSeq detection level at 100 cells was equivalent to 100 K cell input, demonstrating superior sensitivity. Another marker that was detected equally at 100 K and 100 cell input was Tumor Necrosis Factor (*TNF*), which also is an important inflammatory marker in T cell activation.

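TNF (GRCh37 chromosome 6, 31543342 to 31546113) had log2 fold changes in AmpliSeq of 3.43 ± 0.10 (SE) at 100 K and 3.12 ± 0.50 at 100 cells, where edgeR FDR was 1.53e-05. In SMART_Nxt the values were 3.61 ± 0.06 and 2.52 ± 1.41, and in SMART_CC 3.57 ± 0.05 and 2.67 ± 1.56. The edgeR FDR at 100 cells was 0.884 and 0.840 in these protocols.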

Activated T cells secrete many different cytokines, and depending on the milieu, they will skew into T helper 1, T helper 2, T helper 17 or T regulatory subtypes. One important T helper 1 cell effector cytokine is Interferon-gamma (IFNG). This cytokine is especially important in mounting an effector response against cancer cells and viral antigens^15^. In certain cases, only a very small number of tumor-infiltrating cells or virus-specific T cells can be isolated from patients, and it would be important to know which method would be effective in detecting this cytokine. AmpliSeq showed increased detection sensitivity at 100-cell input when compared with SMART technology. 

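For IFNG (GRCh37 chromosome 12, 68548548 to 68553520), AmpliSeq counts at 100 cells were 0 in both α-CD3 libraries and 334 and 515 with α-CD3 + B7-1 Fc. The edgeR FDR was 0.0362, or 0.156 with the replicate block. SMART_Nxt had 0 and 0 against 870 and 1830 reads with an edgeR FDR of 0.695. SMART_CC had 21 and 0 against 592 and 1998 with an edgeR FDR of 0.840. At 100 K the log2 fold changes were 6.33 ± 0.43, 6.18 ± 0.38 and 5.49 ± 0.42 (SE) in SMART_Nxt, SMART_CC and AmpliSeq.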

Another cytokine that is CD4 T cell-specific and important in cancer setting is Interleukin 21 (IL-21). IL-21 is upregulated in Th2 and Th17 subtypes and it has been demonstrated to increase CD8 T cell cytotoxic response. CD8 T cells primed with IL-21 also do not require CD4 T cell priming for cytotoxic killing responses^16,17^. 

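IL21 (GRCh37 chromosome 4, 123531263 to 123542221) had AmpliSeq counts with α-CD3 + B7-1 Fc of 193 and 198 at 100 K, 224 and 281 at 5 K, 241 and 253 at 1 K and 73 and 374 at 100 cells. With α-CD3 alone no library had more than 1 read. SMART_Nxt had 39 and 38 reads at 100 K and SMART_CC 40 and 36, and neither had any at 100 cells. The AmpliSeq edgeR FDR was 1.95e-11 at 1 K and 0.122 at 100 cells.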

Even at lower cell inputs, Amliseq was able to detect the mRNA of this cytokine.

*CCR7* (CD194) is important in homing of T cells into the secondary lymphoid organs, and usually is downregulated upon T cell activation. It has been demonstrated that this reduction in CCR7 is paralleled by upregulation of CXCR5 in the tonsil, and that the expression of these markers would dictate where the cells would locate within the organ (CCR7: resting vs CXCR5: activated)^18^. CCR7 expression is also different in different tissues and it may be a predictor of the number of Ag-engaging T cells, so detection of this marker would be important. Interestingly, Nextera and CC detected downregulation of *CCR7* at 100 K input, and not in any other cell gradients. In the case of AmpliSeq, downregulation was not detected at any input, and this may be addressed by better primer design.

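CCR7 (GRCh37 chromosome 17, 38710021 to 38721724) had log2 fold changes at 100 K of -0.20 ± 0.04 (SE) in SMART_Nxt and -0.22 ± 0.05 in SMART_CC, with edgeR FDR of 2.34e-05 and 1.16e-05. At 5 K they were -0.19 ± 0.13 and -0.11 ± 0.12, with edgeR FDR of 0.521 and 0.826. AmpliSeq gave -0.00 ± 0.09 at 100 K and 0.04 ± 0.08 at 5 K. Its 100 K libraries held 32741 and 30533 reads with α-CD3 and 31187 and 29734 with α-CD3 + B7-1 Fc.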

Engagement of receptors on the surface of the T cells translate into intricate series of events at the intracellular level. Many transcriptional regulators are activated in order to orchestrate inflammatory gene expression. The earliest marker of CD28 engagement by B7-1 Fc is the family of early growth factor proteins. EGR1 regulates both Th1 and Th2 cytokine expression by modulating other transcription factor expression such as T-bet^19^. In a different study, it was demonstrated that EGR1 along with NFAT and NFKB binds to the IL-4 promoter in activated T cells and modulate the expression of this cytokine. 

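EGR1 (GRCh37 chromosome 5, 137801168 to 137804992) had log2 fold changes at 100 cells of 3.12 ± 2.56 (SE) in SMART_Nxt, 3.52 ± 2.29 in SMART_CC and 1.78 ± 0.53 in AmpliSeq, with edgeR FDR of 0.96, 0.840 and 0.102. MYC (chromosome 8, 128747680 to 128755197) had 2.14 ± 1.26, 2.38 ± 1.40 and 2.14 ± 0.56, with edgeR FDR of 0.933, 0.840 and 0.0447. For MYC in AmpliSeq the replicate block gave an edgeR FDR of 0.0643 and full depth 0.0501. NFKBIA (chromosome 14, 35870285 to 35873955) had 0.11 ± 1.16, 0.43 ± 1.36 and 0.11 ± 0.50, with an edgeR FDR of 1 in each protocol. At 100 K its log2 fold change was 0.27 ± 0.05, 0.22 ± 0.04 and 0.03 ± 0.10.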

In our study, we were able to detect *EGR1*, *MYC* and *NFKB* with all the technologies tested; however, as in other instances, Ampliseq method was more sensitive in detecting these genes at the 100-cell input.

In conclusion, at cell input of 100 K, 5 K and 1 K, all three methods are comparable in most of the criteria tested. AmpliSeq technology demonstrated some advantage over SMART technology: (a) the number of detected genes stayed constant regardless of input and even with low expressing genes, and (b) there was greater sensitivity in differential gene expression detection, especially at 5 K input. Furthermore, at 100-cell input, it may be better to employ AmpliSeq targeted technology due to increased detection of differential gene expression and comparable amount of sequencing data available regardless of input. However, it has to be noted that, even with the best of these methods, there is significant loss of information at the medium and low exressing genes at the 100-cell level. When targeting low expressing genes at 100-cell input or lower, targeted approaches like qRT-PCR may be best suited. For cell types that are similar to T cells in terms of RNA content, we expect that these three technologies will behave similarly at cell numbers 1000 and above; however this study clearly demonstrates the platform-specific outcomes of a RNA sequencing study.

## Methods

### T cell isolation and *in-vitro* activation

All experiments using human blood were approved and carried out in accordance with Advarra institutional review board (IRB). All experimental protocols were approved by MedImmune Blood Donor program. Written consent was obtained from adult healthy volunteers who are employees of MedImmune or Astrazeneca, and anonymized for research purposes. Donors positive for HIV infection, Hepatitis B or C virus, Human T-lymphotropic virus or syphilis are excluded from the donor program. Naïve CD4 T cells were isolated from the PBMC of donors with Easy Sep negative selection kit (Miltenyi # 19155). The cells were then plated in 24-well plates (Sigma # CLS3524) that were previously coated with α-CD3 (BioLegend # 317326) alone or a-CD3 and B7.1-Fc (R&D Biosystems # 140-B1). The plates were coated at 37 °C for 2 hours, and washed with PBS extensively prior to the addition of cells. 2.5 × 10^5^ cells were added per well and incubated for 2 hours at 37 °C and collected for RNA isolation. QIAshredder (Qiagen # 79654) was used according to manufacturer’s instructions to obtain T cell lysates.

### RNA Extraction for comparing different RNA extraction kits

T cells were collected in 200 µl of RLT Buffer with Beta-mercaptoethanol and serially diluted to achieve 100000, 5000, 1000 and 100 cells per sample. Total RNA from the cells was extracted using Qiagen’s RNeasy Micro Kit (Catalog #74004) according to the manufacturer’s guidelines with DNAse treatment and eluted in 18 µl of RNase-free water. To assess the quality and quantity of the RNA, the samples were analyzed on the Agilent 4200 Tape Station using the Agilent High Sensitivity RNA Screen Tape.

### cDNA Synthesis of Ultra-low Input RNA for Illumina Sequencing Protocols

The SMART-Seq v4 Ultra-low Input RNA Kit for Sequencing (Takara #634888) was used to generate high-quality full-length cDNA. In summary, the RNA was primed by the 3′ SMART-Seq CDS Primer II A for first-strand cDNA synthesis and used the SMART-Seq v4 Oligonucleotide for template switching at the 5′ end of the transcript. First-strand synthesis was directly followed by cDNA amplification by LD-PCR, which was carried out based on input amount of total RNA recommendations listed in protocol: 8 PCR cycles for 100 K samples and 11 cycles for remaining samples. The PCR-amplified cDNA were then purified and validated on the Agilent High Sensitivity DNA chip using the Agilent 2100 Bioanalyzer. The final cDNA product was aliquoted into two 5ul reactions, one for Clontech Low Input library preparation for Illumina whole transcriptome sequencing on the NextSeq500, and the other for Nextera Low Input library preparation for whole transcriptome sequencing on the HiSeq2000.

### Clontech Low Input Library Preparation for Illumina Whole Transcriptome Sequencing on NextSeq500

The cDNA was sheared using the Covaris M220 focused-ultra sonicator (SonoLab version 7.1) with run settings for desired target size between 200–500 bp. Library preparation was then performed following manufacturer’s instructions for Low Input Library Prep Kit v2 (Clontech # 634899). In brief, the sheared cDNA first underwent Template Preparation and Library Synthesis followed by Library Amplification where Illumina compatible dual index barcoded sequences were added to each sample. The recommended number of amplification cycles for different amounts according to the Low Input Library Prep Kit v2 user manual was used as a guideline for optimal amplification: 6 PCR cycles for 100 K/5 K samples and 10 cycles for 1 K/100 samples. The purified amplified libraries were then validated by Agilent High Sensitivity DNA chip on Agilent 2100 Bioanalyzer and quantitated via qPCR using KAPA Library Quantification Kit (KAPA Biosystems) according to manufacturer’s instructions. Libraries were then normalized to 4 nM each and pooled for a total of five Clontech libraries per pool and sequenced on Illumina’s NextSeq500 sequencer with the following run parameters: Paired-End/Dual-Indexed 2 × 75 bp reads.

### Nextera Low Input Library Preparation for Illumina Whole Transcriptome Sequencing on HiSeq2000

The cDNA was normalized to the modified recommended input amount of 100–150 pg based on Clontech’s SMART-Seq v4 Ultra-low RNA protocol. The samples were then tagmented according to Nextera XT DNA Library Prep Protocol (Illumina # FC-131-1024). During this step, the cDNA was simultaneously fragmented and tagged with sequencing adapters in a single enzymatic reaction. The fragmented cDNA was amplified for 12 PCR cycles and barcoded with Illumina Nextera XT DNA dual-index sequences. The amplified libraries did not undergo bead-based normalization as final step of protocol, and instead were purified using Ampure XP beads (Beckman Coulter). The purified amplified libraries were then validated by Agilent High Sensitivity DNA chip on Agilent 2100 Bioanalyzer and quantitated via qPCR using KAPA Library Quantification Kit (KAPA Biosystems) according to manufacturer’s instructions. Libraries were normalized to 4 nM each and pooled for a total of 4 Nextera libraries per pool, and sequenced on Illumina’s HiSeq2000 sequencer (1 pool per lane) with the following run parameters:Paired-End/Dual-Indexed 2 × 75 bp reads.

### Ampliseq Library Preparation for Targeted Transcriptome Sequencing

For each sample, 3.5 ul of RNA was used for input into the Ion Ampliseq Transcriptome Human Gene Expression Kit (Thermo Fisher # A26325). Due to variations in RNA concentrations, this resulted in an input of 0.69 ng to 10.61 ng for each Ampliseq reaction. For target amplification, samples with 8–10 ng RNA input underwent 12 PCR cycles while samples with less than 8 ng RNA input underwent 16 PCR cycles. Barcoded Ampliseq libraries were eluted in 50ul low TE and quantified using the Ion Library TaqMan Quantification Kit (Thermo Fisher #4468802). Libraries were normalized to 25pM for templating on the Ion Chef (Thermo Fisher). Different replicates of the same original diluted cell pellets were templated and sequenced on the same Ion Proton PI chip (Thermo Fisher) for a total of 8 Proton runs. Three libraries with less than 20 million mapped reads per library were re-templated and re-sequenced in order to obtain adequate reads.

### Bioinformatics analysis

For all samples, sequencing depth were designed to be two times of the recommended depth (i.e. 20 M for Ampliseq and 40 M for Clontech and Nextera). For Clontech and Nextera samples, Fastq files were quality checked using FastQC and further aligned to human genome (hg19) using Hisat2 (2.0.2-beta)^20^. PCR duplication rates were determined using Picard (http://broadinstitute.github.io/picard/), after the bam files were normalized to the size of the smallest sample. Gene count tables were generated using HTSeq (version 0.5.3p9)^21^. For Ampliseq samples, alignment and gene expression count were performed using Ion Torrent ampliSeqRNA Plugin v0.5.4.0 (Thermo Fisher) using hg19 genome.The count tables were further normalized to count per million (CPM) using edgeR (R Bioconductor)^22^. Differential expression gene analysis was performed using edgeR. False discovery rate (FDR) value was calculated based on the p-value using Benjamini–Hochberg procedure and genes with FDR < 0.05 were considered to be significant. Pathway analysis was performed using Gene set enrichment anlays (GSEA)^23^. Heatmap visualization was built using pheatmap (R). Statistical analysis was performed using R. Graphs were generated using R or Office Excel. All RNA sequencing data have been uploaded to Gene Expression Omnibus (GEO) with the accession number GSE130882 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130882).

## Supplementary information

Dataset 1

Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

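The data come from human naive CD4 T cells stimulated for 2 h on plates coated with α-CD3 or with α-CD3 + B7-1 Fc, then diluted to 100000, 5000, 1000 and 100 cells. Each of the 3 protocols, 4 inputs and 2 treatments has 2 replicates, which gives 48 libraries. The paper describes these replicates as technical. The deposited files hold 1 read count per gene and library. For SMART_Nxt and SMART_CC the authors aligned paired-end reads to hg19 with Hisat2 and made the counts with HTSeq on UCSC genes. The same files list reads that fell in no gene, were ambiguous, or aligned more than once. For AmpliSeq the authors made the counts of reads per amplicon target with the Ion Torrent AmpliSeqRNA plugin. Duplicate reads are not stated to be removed in either kind of file, and replicates were not pooled. The counts were used as deposited, without realignment.

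The counters at the end of the SMART-Seq files and the 10 AmpliSeq control entries, which held 8 reads in total, were left out before any sum was taken. Gene reads per library ranged over 36192516 to 45392831 for SMART_Nxt with α-CD3, 41475167 to 108756351 for SMART_Nxt with B7-1 Fc added, 17788241 to 41516014 and 22927982 to 34488825 for SMART_CC, and 18713992 to 43280049 and 17596526 to 54955830 for AmpliSeq. The smallest share of reads that 3 counts can show was 2.76e-06% to 8.29e-06% in SMART_Nxt, 7.23e-06% to 1.69e-05% in SMART_CC and 5.46e-06% to 1.7e-05% in AmpliSeq. Reads come from PCR without molecular identifiers, so these floors and all intervals cover counting error only.

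Each library was drawn down without replacement to 17596526 reads, and a draw with another seed served as an alternative. A gene was detected with a count above 0. Expected detection at smaller depths came from the hypergeometric formula, which needs no random draw. RPKM used the summed exons of the Ensembl canonical transcript in GENCODE release 44 on GRCh37, so lengths are not those of the authors' annotation. Expression tiers were bounded at percentiles 20 and 80 of the 100 K libraries of each protocol, and length tiers at the same percentiles of the shared genes. R2 is the squared Pearson correlation of log2(count + 1). Detection at 100 cells was compared with 100 K by a two-sided exact permutation test over 70 arrangements of 4 and 4 libraries, both treatments pooled.

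Differential expression was fitted separately in 12 sets of 4 libraries, 1 for each protocol and input, with α-CD3 + B7-1 Fc against α-CD3. The main test was the likelihood ratio test of edgeR 4.0.16 in R 4.3.3, with TMM factors, estimateDisp, no gene filter and Benjamini-Hochberg FDR below 0.05. It was chosen before the data were examined, because the paper names edgeR and the header of its table of differential genes has a likelihood ratio column. All p values of edgeR and DESeq2 are two-sided. Precision and sensitivity follow the paper's formulas, with 95% Wilson intervals. A gene significant at both inputs was counted as found whatever its direction. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

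Alternatives tried were the edgeR quasi-likelihood test, DESeq2 1.42.0, full depth, a low-count filter of at least 10 counts in 2 or more of the 4 libraries, library size without TMM, dispersion from all 4 inputs of a protocol, a second random subsample, a fold change of at least 2, a count of at least 5, genes shared by the protocols, genes detected in at least one of the libraries compared, a pseudocount of 0.1, replicate 2 in place of replicate 1, tiers by CPM, saturation at 90%, and the replicate block. The pairing in the replicate block comes from the replicate numbers in the sample titles. It was checked by correlating the replicate differences of the treatments over genes with a mean count of at least 10, which gave -0.0342 to 0.121 over the 12 sets. Because a sign cannot be known beforehand from 2 replicates, the crossed pairing was also run. Leaving out a library leaves 1 library in a treatment, so only log2 fold changes of named genes were recomputed that way. After the data had been seen, 4 further alternatives were added: older gene symbols, the crossed block, and DESeq2 and the low-count filter for precision and sensitivity.

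The genes named are the 16 activation genes the paper lists. To these were added the 3 highest and 3 lowest mean log2 fold changes among genes significant in the same direction in all 3 protocols at 100 K, with a mean log2 CPM of at least 1 in each. Genes whose expression or amplification depends on the donor's genome were left out of that choice. The standard error is the Wald error from the edgeR fit, and it is not given where one treatment has no reads.

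The steps were tested on simulated data. With 200 genes changed by a log2 of 2 at the dispersion of 0.005, edgeR's likelihood ratio test found 200 in SMART_CC and 200 in AmpliSeq, the quasi-likelihood test 188 and 186, and DESeq2 200 and 200. With a log2 of 4 at a dispersion of 0.15, the numbers were 200 and 199 for the likelihood ratio test, 0 and 0 for the quasi-likelihood test, and 200 and 199 for DESeq2. That dispersion was set for 5 K, where the common dispersion estimated was 0.155 in SMART_CC and 0.0186 in AmpliSeq. In the real 5 K libraries the quasi-likelihood test gave 1555 and 3142 genes, so the simulated result does not describe it there. Up to that dispersion, 4.31% to 7.01% of likelihood ratio calls fell on unchanged genes. At a dispersion of 2, set for 100 cells, a log2 of 2 gave 0 and 0, 0 and 0, and 13 and 8. There 95.5% and 96.8% of the DESeq2 calls fell on unchanged genes. A log2 of 8, added after the smaller change gave no recovery, gave 1 and 0, 0 and 0, and 151 and 143, with 63.2% and 67.9% of DESeq2 calls on unchanged genes. Expected detection by the formula was 12500 genes against 12483.6 ± 26.0 in 20 random draws. R2 was 0.642 for values simulated with 0.64. Without a difference, the permutation test gave p of 0.03 or less in a share of 0.022, the expected share being 0.0286.

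The qRT-PCR values, the Ensembl annotation, PCR duplication, pathway enrichment and reads themselves were not analysed here. Variants and other sequence features of the donors were not examined.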

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

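In this part, the test of donor-dependent genes was chosen only after its result was seen.

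The fold change between treatments at 100 K differed between SMART_CC and AmpliSeq for a part of the 19922 shared genes. A protocol by treatment term met edgeR FDR < 0.05 for 1913 genes (9.60%), and unadjusted edgeR p was below 0.05 for 3951. The edgeR quasi-likelihood test gave 970 genes and full depth gave 2317. Of 4697 genes significant in both protocols, 167 (3.56%) changed in opposite directions, each with a significant term (145 by the quasi-likelihood test, 165 at full depth). Among the genes named in the text with FDR < 0.05 for this term, MYC rose by a log2 of 0.45 ± 0.10 (SE) more in AmpliSeq, with an edgeR FDR of 0.000292 (0.00946 by the quasi-likelihood test). For ICOS the term was -0.72 ± 0.19, with an edgeR FDR of 0.00297 by the likelihood ratio test and 0.0691 by the quasi-likelihood test. For BANK1 it was 1.36 ± 0.42, with edgeR FDR of 0.0149 and 0.0670, so its decrease was smaller in AmpliSeq. CCR7 and IL10 met FDR < 0.05 for the term at full depth only, at 0.0439 and 0.00270 by edgeR.

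Amplicons that give few reads may account for part of these differences. The 1913 genes had a median AmpliSeq minus SMART_CC log2 count of -0.53, against -0.36 for random genes of matched expression (central 95% -0.43 to -0.31, 10000 draws). Transcript length did not set them apart, since their median of 3355 bases lay within the 3183.5 to 3424 of random genes. The AmpliSeq replicates of a treatment and input shared a sequencing chip, so chip and treatment cannot be told apart in AmpliSeq. Both protocols started from RNA of the same cells, and no biological explanation was tested.

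Marker genes of other blood cells, outside the genes the paper discusses, also differed between the treatments at 100 K. For 10 monocyte markers the median log2 fold change was 2.86 in SMART_Nxt, 2.25 in SMART_CC and 1.58 in AmpliSeq (9 detected there). For 10 platelet markers it was 3.65, 3.54 and 4.09, and for 10 NK cell markers -1.34, -1.11 and -1.38. Random lists of matched expression had central 95% ranges from -0.65 to 0.82, from -0.30 to 0.47 and from -0.51 to 0.72 in SMART_Nxt. The medians of monocyte, platelet and NK cell markers lay outside the random range in all 3 protocols. B cell markers did so in 0 of 3 protocols, with medians of -0.03, 0.02 and 0.73, although edgeR FDR < 0.05 was met by 6, 5 and 5 of the 10.

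Monocyte and platelet markers were higher with α-CD3 + B7-1 Fc and NK cell markers with α-CD3 alone, each in 3 protocols. RNA from other blood cells in one of the samples could give either shift but not both, which would take other cells in the samples of both treatments. T cells can express some of these genes themselves, above all those of NK cells, and 2 h of costimulation can change them. The test cannot separate a change inside T cells from a change in cell mixture, so neither shift can be told apart from other blood cells in one of the samples.

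A further test asked about cells of the 2 treatments from different donors. It used 30 genes whose expression is set by the donor's genome rather than by stimulation. Of 23, 23 and 19 detected in SMART_Nxt, SMART_CC and AmpliSeq at 100 K, edgeR FDR < 0.05 was met by 22, 22 and 16. Their median absolute log2 fold change lay above the central 95% of random lists in 3 of 3 protocols. It was 10.3, 8.98 and 9.60, against upper ends of 0.616, 0.622 and 0.796 for random lists. The difference may therefore come from cells of the 2 treatments from different donors, and donor and treatment could not be told apart in that case. This is a hypothesis from counts, and the genes themselves are not listed.

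Some genes without reads in either 100 K AmpliSeq library had reads at 100 cells. With α-CD3, 4899 genes had no reads at 100 K, and 3047 of them were detected in at least one 100-cell library, 541 with at least 3 reads in both. With α-CD3 + B7-1 Fc the numbers were 5167, 3425 and 658. In SMART_Nxt the genes detected at 100 cells and absent at 100 K numbered 1800 and 441, and in SMART_CC 1445 and 771. Non-specific amplification at low input could give the larger number in AmpliSeq. The prediction also asked for more than 50% of these genes in 1 replicate only, a limit that is not a chance level. The AmpliSeq share met it at 56.0% and 52.5%, but it had fallen from 79% and 76.8% at 5 K, so this part of the test cannot tell. The median count was 2. No biological explanation was tested.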

How the results depend on the processing

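The crossed replicate block, the matching of older symbols, and DESeq2 and the low-count filter for precision and sensitivity were the tests chosen only after the results were seen.

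Changing one choice at a time gave 541 comparisons of counts, shares and correlations, of which 245 stayed within the spread between replicates, the binomial interval or 1.5 times the count. The other 296 moved and are given here, and the cause was not tested. Leaving out either replicate kept 48 of 48 values within that spread, but a mean of 2 cannot leave it, so this shows no stability. Matching older symbols left 7 of 7 overlap counts within 1.5 times. A second random subsample kept 35 of 36 values.

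Log2 fold changes of the named genes were compared at 100 K and, for the activation genes, at 100 cells, under the edgeR quasi-likelihood test, full depth and the replicate block. There 317 of 333 comparisons kept their direction and their side of FDR 0.05, 11 lost significance, 4 gained it and 1 reversed. The reversed value was that of CCR7 in AmpliSeq at 100 K, which went from -0.0035 to 0.0132 at full depth, with an edgeR FDR of 1 in each. The gains were CD69 and MYC at 100 cells in SMART_Nxt and SMART_CC under the quasi-likelihood test. That test also took significance from IL2, IFNG, FASLG, TNF, CD69 and MYC in AmpliSeq at 100 cells and from ICOS at 100 K. The replicate block took it from IL2 in SMART_CC and from IFNG and MYC in AmpliSeq, and full depth from MYC in AmpliSeq, each at 100 cells. Leaving out 1 library at a time moved 119 of 444 log2 fold changes, either by more than the standard error or where no standard error was given. DEG calls were not rerun without a library, because 1 library would be left in a treatment.

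At full depth, the number of detected genes with α-CD3 rose to 17581, 15306 and 13004 in SMART_Nxt (100 K, 5 K, 1 K), 17543.5 and 15472 in SMART_CC (100 K, 5 K), and 15975, 15217.5, 14303.5 and 14950.5 in AmpliSeq (100 K, 5 K, 1 K, 100 cells). The number of detected genes with α-CD3 + B7-1 Fc rose to 17472.5, 15082.5, 12607.5 and 9146.5 in SMART_Nxt (100 K, 5 K, 1 K, 100 cells), 17365.5 and 15486 in SMART_CC (100 K, 5 K), and 15706.5, 15019 and 14865 in AmpliSeq (100 K, 5 K, 1 K). Replicate R2 fell to 0.926 in SMART_Nxt (5 K), and 0.95 and 0.877 in AmpliSeq (5 K, 1 K). The number of DEGs fell to 5 in SMART_Nxt (100 cells). R2 of fold changes moved to 0.941 (SMART_Nxt with SMART_CC over the common genes), 0.922 (SMART_Nxt with SMART_CC over genes of that pair only), 0.832 (SMART_Nxt with AmpliSeq over the common genes) and 0.809 (SMART_CC with AmpliSeq over the common genes). Median log2 CPM of the genes of the SMART-Seq pair fell to 5.40 (SMART_Nxt), 5.42 (SMART_CC) and 4.29 (AmpliSeq). Median log2 CPM of the genes of AmpliSeq only fell to 2.36 (SMART_Nxt), 2.38 (SMART_CC) and 3.57 (AmpliSeq). Precision rose to 94.1% in SMART_Nxt (5 K), and 80.7% in AmpliSeq (5 K). Sensitivity fell to 23.4% and 4.35% in SMART_Nxt (5 K, 1 K), 24.1% and 3.49% in SMART_CC (5 K, 1 K), and 48.4% and 10.9% in AmpliSeq (5 K, 1 K).

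Under the edgeR quasi-likelihood test, the number of DEGs moved to 1220, 89 and 50 in SMART_Nxt (5 K, 1 K, 100 cells), 36 in SMART_CC (100 cells), and 306 and 1 in AmpliSeq (1 K, 100 cells). The overlap at 100 K fell to 234 (SMART_CC and AmpliSeq only). R2 of fold changes rose to 0.956 (SMART_Nxt with SMART_CC over the common genes), 0.928 (SMART_Nxt with SMART_CC over genes of that pair only), 0.897 (SMART_Nxt with AmpliSeq over the common genes) and 0.88 (SMART_CC with AmpliSeq over the common genes). Median log2 CPM of the genes of the SMART-Seq pair rose to 5.99 (SMART_Nxt), 6.00 (SMART_CC) and 4.85 (AmpliSeq). Median log2 CPM of the genes of AmpliSeq only rose to 3.81 (SMART_Nxt), 3.85 (SMART_CC) and 4.71 (AmpliSeq). Precision moved to 96.8% and 100% in SMART_Nxt (5 K, 1 K), 95.6% in SMART_CC (5 K), and 75.5%, 98.7% and 100% in AmpliSeq (5 K, 1 K, 100 cells). Sensitivity moved to 19.2%, 1.45% and 0.715% in SMART_Nxt (5 K, 1 K, 100 cells), 25.1%, 7.95% and 0.539% in SMART_CC (5 K, 1 K, 100 cells), and 50.5%, 6.43% and 0.0213% in AmpliSeq (5 K, 1 K, 100 cells). The groups of AmpliSeq genes at 100 cells fell to 1 (FDR under 0.05, same direction), 227 (p under 0.05 only, same direction), 10 (p under 0.05, opposite direction) and 64 (not detected). Significant activation genes numbered 3 in SMART_Nxt (100 cells), 3 in SMART_CC (100 cells), and 0 in AmpliSeq (100 cells), where unadjusted p was below 0.05 for 11. The number of genes with a protocol by treatment term fell to 970 (SMART_CC against AmpliSeq).

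With detection from a count of at least 5, the number of detected genes with α-CD3 fell to 13992, 13579.5, 11742.5 and 8325 in SMART_Nxt (100 K, 5 K, 1 K, 100 cells), 14044, 13559, 11790.5 and 9681.5 in SMART_CC (100 K, 5 K, 1 K, 100 cells), and 12749.5, 12843, 12577.5 and 10970 in AmpliSeq (100 K, 5 K, 1 K, 100 cells). The number of detected genes with α-CD3 + B7-1 Fc fell to 14061, 13315, 11376.5 and 7004.5 in SMART_Nxt (100 K, 5 K, 1 K, 100 cells), 14094, 13329.5 and 11838.5 in SMART_CC (100 K, 5 K, 1 K), and 12786.5, 12785, 12470 and 10840.5 in AmpliSeq (100 K, 5 K, 1 K, 100 cells). Detection of the tiers at 100 cells fell to 91%, 38% and 2.11% in SMART_Nxt (high, medium, low), and 98.9%, 67.7% and 21% in AmpliSeq (high, medium, low). The share by transcript length at 100 cells moved to 15.7% and 22.8% in SMART_Nxt (short, long), and 19.2%, 60.1% and 20.7% in AmpliSeq (short, medium, long).

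Under DESeq2, the number of DEGs rose to 2024 and 1651 in SMART_Nxt (1 K, 100 cells), 1081 and 1370 in SMART_CC (1 K, 100 cells), and 811 in AmpliSeq (100 cells). The overlap at 100 K fell to 198 (SMART_Nxt and AmpliSeq only), 219 (SMART_CC and AmpliSeq only), 511 (SMART_Nxt only) and 498 (SMART_CC only). Precision fell to 90.6%, 75.8% and 43.5% in SMART_Nxt (5 K, 1 K, 100 cells), 91.1% and 83.3% in SMART_CC (5 K, 1 K), and 75.5%, 86.7% and 52.8% in AmpliSeq (5 K, 1 K, 100 cells). Sensitivity rose to 37.9%, 26.1% and 12.2% in SMART_Nxt (5 K, 1 K, 100 cells), 39.1%, 15.3% and 9.95% in SMART_CC (5 K, 1 K, 100 cells), and 57.9%, 20.2% and 8.72% in AmpliSeq (5 K, 1 K, 100 cells). Significant activation genes rose to 4 in SMART_Nxt (100 cells), 4 in SMART_CC (100 cells), and 10 in AmpliSeq (100 cells). Precision and sensitivity under DESeq2 were added after seeing the data.

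With tiers by CPM, detection of the tiers at 100 cells moved to 6.71% in SMART_Nxt (low), and 99.6% and 80.4% in AmpliSeq (high, medium). R2 to 100 K in the high tier fell to 0.914, 0.818 and 0.231 in SMART_Nxt (5 K, 1 K, 100 cells), 0.912, 0.818 and 0.262 in SMART_CC (5 K, 1 K, 100 cells), and 0.933 and 0.899 in AmpliSeq (5 K, 1 K). In the medium tier R2 to 100 K fell to 0.846 in SMART_Nxt (5 K), 0.851 in SMART_CC (5 K), and 0.905 and 0.775 in AmpliSeq (5 K, 1 K). In the low tier R2 to 100 K fell to 0.0668 and 0.0225 in SMART_Nxt (5 K, 1 K), 0.0621, 0.0221 and 0.000605 in SMART_CC (5 K, 1 K, 100 cells), and 0.0977, 0.0185 and 0.000121 in AmpliSeq (5 K, 1 K, 100 cells).

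On genes shared by the protocols, the number of detected genes with α-CD3 fell to 14725.5, 13243.5 and 11459.5 in SMART_Nxt (100 K, 5 K, 1 K), 14793.5, 13376, 11695 and 9620 in SMART_CC (100 K, 5 K, 1 K, 100 cells), and 14512, 14115, 13546.5 and 14070 in AmpliSeq (100 K, 5 K, 1 K, 100 cells). The number of detected genes with α-CD3 + B7-1 Fc fell to 14653, 12942.5, 11093.5 and 7790.5 in SMART_Nxt (100 K, 5 K, 1 K, 100 cells), 14759.5, 13361 and 12791 in SMART_CC (100 K, 5 K, 1 K), and 14350.5, 13943, 13525.5 and 14276 in AmpliSeq (100 K, 5 K, 1 K, 100 cells).

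On genes detected in at least one of the 2 libraries, replicate R2 fell to 0.974, 0.857, 0.59 and 0.142 in SMART_Nxt (100 K, 5 K, 1 K, 100 cells), 0.98, 0.871, 0.712 and 0.188 in SMART_CC (100 K, 5 K, 1 K, 100 cells), and 0.976, 0.925, 0.816 and 0.525 in AmpliSeq (100 K, 5 K, 1 K, 100 cells). R2 to 100 K fell to 0.922, 0.836 and 0.522 in SMART_Nxt (5 K, 1 K, 100 cells), 0.923, 0.823 and 0.516 in SMART_CC (5 K, 1 K, 100 cells), and 0.943, 0.858 and 0.571 in AmpliSeq (5 K, 1 K, 100 cells).

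With replicate 2 in place of replicate 1, R2 to 100 K in the low tier moved to 0.142 and 0.0603 in SMART_Nxt (5 K, 1 K), 0.142 in SMART_CC (5 K), and 0.0537 in AmpliSeq (1 K). R2 to 100 K fell to 0.871 and 0.533 in SMART_Nxt (1 K, 100 cells), 0.864 and 0.508 in SMART_CC (1 K, 100 cells), and 0.965, 0.908 and 0.631 in AmpliSeq (5 K, 1 K, 100 cells). R2 to 100 K in the high tier moved to 0.865 and 0.253 in SMART_Nxt (1 K, 100 cells), 0.969 and 0.229 in SMART_CC (5 K, 100 cells), and 0.959 in AmpliSeq (5 K). In the medium tier R2 to 100 K fell to 0.676 and 0.253 in SMART_Nxt (1 K, 100 cells), 0.238 in SMART_CC (100 cells), and 0.913 and 0.787 in AmpliSeq (5 K, 1 K).

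With the low-count filter, the number of DEGs rose to 873 and 94 in SMART_Nxt (1 K, 100 cells), 7.2e+02 and 37 in SMART_CC (1 K, 100 cells), and 393 in AmpliSeq (100 cells). Sensitivity rose to 31.6%, 9.23% and 1.00% in SMART_Nxt (5 K, 1 K, 100 cells), 32.1%, 7.76% and 0.433% in SMART_CC (5 K, 1 K, 100 cells), and 56.6%, 15.5% and 3.54% in AmpliSeq (5 K, 1 K, 100 cells). Precision fell to 84.3% in SMART_Nxt (1 K), 92.7% and 87.7% in SMART_CC (5 K, 1 K), and 86.1% and 60.8% in AmpliSeq (1 K, 100 cells). Precision and sensitivity with this filter were added after seeing the data.

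With a fold change of at least 2 required, precision fell to 64.8% and 63.5% in SMART_Nxt (5 K, 1 K), 65.1% and 71.4% in SMART_CC (5 K, 1 K), and 70.3%, 68.3% and 54.5% in AmpliSeq (5 K, 1 K, 100 cells). Sensitivity moved to 35.2%, 10.9% and 0.27% in SMART_Nxt (5 K, 1 K, 100 cells), 35.3%, 10.9% and 0.0903% in SMART_CC (5 K, 1 K, 100 cells), and 48.2%, 22.1% and 2.64% in AmpliSeq (5 K, 1 K, 100 cells).

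With a pseudocount of 0.1, replicate R2 fell to 0.961, 0.902 and 0.816 in SMART_Nxt (100 K, 5 K, 1 K), 0.96, 0.892, 0.768 and 0.461 in SMART_CC (100 K, 5 K, 1 K, 100 cells), and 0.958, 0.911, 0.828 and 0.55 in AmpliSeq (100 K, 5 K, 1 K, 100 cells).

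With dispersion from all 4 inputs, the number of DEGs moved to 59, 188, 680 and 3400 in SMART_Nxt (100 K, 5 K, 1 K, 100 cells), 39, 97 and 3623 in SMART_CC (100 K, 5 K, 100 cells), and 233, 268 and 2999 in AmpliSeq (100 K, 5 K, 100 cells). The dispersion estimated by input rose steeply as input fell in each protocol. A shared value is thus too large at 100 K and too small at 100 cells, so these numbers are not plausible bounds for either.

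With saturation set at 90%, median saturation depth in M reads fell to 6.91 (SMART_Nxt), 4.40 (SMART_CC), 7.71 (AmpliSeq) and 6.07 (all). With the replicate block, the number of DEGs fell to 1 in SMART_CC (100 cells), and 41 in AmpliSeq (100 cells). Significant activation genes fell to 0 in SMART_CC (100 cells), where unadjusted p was below 0.05 for 6. With library size only, the number of DEGs fell to 1 in SMART_CC (100 cells). In the second random subsample, the number of DEGs fell to 1 in SMART_CC (100 cells). With the crossed replicate block, chosen after seeing the data, the number of DEGs fell to 54 in AmpliSeq (100 cells).

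DEG numbers at 100 cells were largest with dispersion from all 4 inputs and next largest under DESeq2 in each protocol. In SMART_Nxt they ran from 5 at full depth to 1651 under DESeq2 and 3400 with dispersion from all 4 inputs. Depth limits the genes with few reads: the smallest share that 3 counts can show lies between 2.76e-06% and 1.7e-05% of the reads. With 2 libraries per treatment no exact test can reach p below 0.05, so DEG calls rest on the dispersion models of edgeR and DESeq2.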

Differences from the paper's values

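No test in this part was chosen after its result was seen, apart from the matching of older symbols.

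The AmpliSeq list held 880 symbols outside the SMART-Seq annotation, against the paper's 47. No alternative for this number was set before the data were examined. Matching older symbols, chosen after seeing the values, left 518.

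R2 of fold changes over genes significant in SMART_Nxt and SMART_CC only was 0.894, against the paper's 0.91. Under the edgeR quasi-likelihood test it was 0.928 and at full depth 0.922, so neither alternative closed the gap.

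AmpliSeq genes significant at 100 cells and not at 100 K numbered 28, against the paper's 18. At full depth the number was 23, which is within 1.5 times the paper's. Under the edgeR quasi-likelihood test it was 0, with 1 gene significant at 100 cells, and with a fold change of at least 2 it was 51.

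Replicate R2 at 100 cells was 0.485 in SMART_Nxt, 0.472 in SMART_CC and 0.617 in AmpliSeq, against the paper's 0.6, 0.6 and 0.8. At 5 K it was 0.940, 0.938 and 0.959, against the paper's about 0.97, about 0.97 and about 0.98 in Fig. 2c, read by eye. At 1 K it was 0.846, 0.832 and 0.894, against the paper's about 0.91, about 0.91 and about 0.95 in the same figure, read by eye. None of the alternatives set before the data were examined (full depth, genes detected in at least one library, a pseudocount of 0.1) closed any of these gaps. Each of them used the squared Pearson correlation, and the unsquared correlation was not compared with the paper's values. Squaring lowers a correlation, so these gaps cannot be told apart from a difference between squared and unsquared values.

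At 100 cells, R2 to 100 K was 0.582 in SMART_Nxt, 0.607 in SMART_CC and 0.653 in AmpliSeq, against the paper's 0.69, 0.73 and 0.83. At 5 K it was 0.957, 0.956 and 0.968, against the paper's about 0.98, about 0.98 and about 0.99 in Fig. 3a, read by eye. At 1 K it was 0.885, 0.880 and 0.911, against the paper's about 0.93, about 0.93 and about 0.96 in Fig. 3a, read by eye. In the medium tier at 100 cells it was 0.303, 0.352 and 0.435, against the paper's 0.6, 0.6 and 0.8. Replicate 2, genes detected in at least one library and tiers by CPM, each run where it applies, left all of these gaps open. Here too the unsquared correlation was not compared with the paper's values, so a difference in measure is not excluded.

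The paper states that R2 between replicates stays high down to 1 K in every protocol, and with α-CD3 + B7-1 Fc the value there was lowest in SMART_CC, at 0.832. It gives high correlation across protocols above 100 cells. Here R2 of SMART-Seq with AmpliSeq pairs reached 0.8 in 8 of 72 cases, with a median of 0.735. The paper's text names R2 there, but the caption of its Fig. 2a names the Pearson correlation. Squared values are lower than unsquared ones, so this difference may come from the measure alone. The paper describes AmpliSeq detection as unaffected by input, and its low tier went from 77.3% at 100 K to 53.6% at 100 cells with α-CD3 + B7-1 Fc. High expressing genes have the highest correlation in the paper, and at 100 cells their R2 to 100 K was 0.279 and 0.319 in SMART_Nxt and SMART_CC against 0.303 and 0.352 in the medium tier. Saturation at 10 M reads holds for most samples in the paper, and for 11 of 48 libraries here, or 42 of 48 when the subsampled library is taken as complete. At 90% of the genes of the full library, the share marked in the paper's Fig. 1d, it held for 42 of 48 libraries.

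The paper reports a lower CV in AmpliSeq for genes significant in AmpliSeq only, and the medians were 7.44%, 7.19% and 7.56% in SMART_Nxt, SMART_CC and AmpliSeq. Under the edgeR quasi-likelihood test they were 6.66%, 5.96% and 5.01%, with the order the paper states, and at full depth 6.88%, 6.49% and 7.66%, without it. In the main test a CV above 20% was less frequent in AmpliSeq, at 21.1% of genes against 28.1% and 29.1%. The SMART_Nxt and SMART_CC medians of that test leave out 114 and 116 genes without reads. Transcript length shows no difference between groups of DEGs in the paper, and group medians ran from 2713 to 3481.5 bases. Among activation genes at 100 cells in AmpliSeq, CD200 and EGR1 are significant in the paper and had an edgeR FDR of 0.0957 and 0.102, whereas IFNG, not among those the paper lists, had 0.0362. The paper gives one level across inputs for SMART-Seq reads on genes outside its annotation. The share of reads assigned to no gene in the count files, which need not be the same quantity, ran from 17.7% to 33.3%.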

Other observations

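The tests of DESeq2 calls under mixed treatments and of simulated data at a log2 change of 8 were chosen only after results were seen.

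The 100-cell libraries of SMART_Nxt and SMART_CC vary in the same genes. Each of 4 SMART_Nxt libraries correlated better with the SMART_CC library made from the same cDNA (R2 0.883, 0.906, 0.932 and 0.95) than with the other SMART_Nxt replicate (0.546 and 0.485). Across 8810 genes, the difference between replicates correlated at 0.927 and 0.951 between the SMART-Seq protocols. In 4 of 4 cases the pattern is the one predicted for transcripts lost before the cDNA was split, which may be the main source of variation at this input. Counting SMART_Nxt and SMART_CC as separate evidence at 100 cells would therefore count the same variation again. The cDNA was also amplified before it was split, so the test cannot tell loss from variation in that amplification.

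The same replicate differences of AmpliSeq were nearly uncorrelated with those of SMART_CC, at 0.00679 with α-CD3 and -0.000738 with α-CD3 + B7-1 Fc. RNA sampling shared with the SMART libraries of the same replicate number is thus not seen.

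Precision was compared with genes drawn at random with matched expression, since at 100 K a large share of expressed genes is significant. The random precision averaged 61.9% for SMART_Nxt, 62.7% for SMART_CC and 52.0% for AmpliSeq at 5 K. The upper ends of the central 95% were 63.6%, 64.5% and 53.1% at 5 K and 71%, 72% and 55.7% at 1 K, each below the observed precision. At 100 cells the upper end was 61.6% in AmpliSeq, below the observed 75.0%. For SMART_Nxt and SMART_CC it was 100% at 100 cells, so with 8 and 2 genes the observed precision cannot be told apart from overlap expected by chance.

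DESeq2 made many calls at 100 cells, and the same 4 libraries were also grouped so that each group mixed the treatments. In SMART_Nxt the mixed groupings gave 1374 and 1441 genes against 1651 by treatment, in SMART_CC 1170 and 1322 against 1370, and in AmpliSeq 389 and 401 against 811. The lower counts are 83.2%, 85.4% and 48% of the count by treatment. Most DESeq2 calls at 100 cells in SMART_Nxt and SMART_CC may therefore not depend on the treatment. In AmpliSeq the share stayed below the 50% set for that explanation, though it was near it. In data simulated for SMART_CC and AmpliSeq at a dispersion of 2, 63.2% and 67.9% of DESeq2 calls fell on unchanged genes even at a log2 change of 8. The common dispersion estimated at 100 cells was 3.91 in SMART_CC and 1.54 in AmpliSeq, and SMART_Nxt was not simulated. The edgeR likelihood ratio test gave 8 and 5 genes for the mixed groupings in AmpliSeq at 100 cells, against 112 by treatment. With 2 libraries per treatment there are 3 groupings, so no share of groupings can be small enough to serve as a test.

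The 100-cell SMART_Nxt library of α-CD3 replicate 1 had more detected genes than the other 100-cell SMART-Seq libraries. Greater sequencing depth does not account for it, because at equal depth it still held 12501 genes against 10780 in the next one. Of 888 genes with reads at 100 K only under the other treatment, it held 26.7% (95% Wilson interval 23.9 to 29.7), against 6.76% in replicate 2 and 16.4% in the SMART_CC library of the same cDNA. Of 5997 genes without reads at 100 K in either treatment it held 18.1%, against 3.77% and 9.92%. The ratio of the shares was 1.48, against 1.79 and 1.66, the lowest of the 3. Reads carried over from libraries of the other treatment would raise this ratio and do not explain the excess among genes without reads in either treatment. Only for a part of the 237 genes detected among the 888 could carry-over not be told apart from a general excess of low counts. No biological explanation was tested.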
